# FGF21‐Mediated Upregulation of SIRT1 Delays Intervertebral Disc Degeneration by Promoting PINK1/Parkin Dependent Mitophagy Through Deacetylation of FOXO3

**DOI:** 10.1111/acel.70449

**Published:** 2026-03-20

**Authors:** Zuo‐long Wu, Rui Ran, Qi‐qi Xie, Cong Zhang, Ya‐jun Chen, Peng Cheng, Ke‐Ping Wang, Hai‐hong Zhang

**Keywords:** cellular senescence, FGF21, FOXO3, intervertebral disc degeneration, mitophagy, SIRT1

## Abstract

Intervertebral Disc Degeneration (IDD) is a common degenerative spinal disease and a leading cause of low back pain and disability. The senescence of nucleus pulposus cells (NPCs) is a central mechanism driving the pathological progression of IDD, though its regulatory mechanisms remain unclear. Bioinformatic analysis identified FGF21 as a key gene regulating NPCs senescence. In both human and rat degenerated intervertebral discs, FGF21 expression was significantly downregulated and closely associated with the upregulation of senescence markers (P16, P21, and P53) and clinical pathological features (age, symptom duration, and Pfirrmann grading). In vitro experiments demonstrated that FGF21 intervention significantly alleviated tert‐butyl hydroperoxide (TBHP)‐induced NPCs senescence and mitochondrial damage. Mechanistically, FGF21 upregulated SIRT1 and promoted the deacetylation of FOXO3 at lysine sites K241, K258, K289, and K568, thereby enhancing mitophagy and inhibiting NPCs senescence. In vivo, FGF21 treatment significantly improved disc height and histological scores in a rat IDD model, whereas SIRT1 knockdown attenuated these protective effects. In summary, FGF21 inhibits NPCs senescence and delays IDD progression by activating SIRT1‐mediated FOXO3 deacetylation and enhancing PINK1‐Parkin pathway‐dependent mitophagy. Therefore, the FGF21‐targeted SIRT1/FOXO3/PINK1/Parkin axis may represent a promising new therapeutic strategy for IDD.

## 1 Introduction

Intervertebral Disc Degeneration (IDD) is a common degenerative disorder of the spine and a leading cause of lower back pain, which has become one of the major causes of disability worldwide (Nimgade et al. 2010; Knezevic et al. 2021). Currently, it is widely recognized that the senescence of nucleus pulposus cells (NPCs) is an intrinsic driver of IDD. Senescent NPCs exhibit reduced proliferative capacity, imbalanced extracellular matrix (ECM) metabolism, and a senescence‐associated secretory phenotype (SASP) (Song et al. 2023). These functional alterations further disrupt the homeostasis of the disc microenvironment, ultimately leading to water loss, reduced nucleus pulposus volume, and compromised biomechanical properties, thereby accelerating the progression of IDD (Wu et al. 2021). However, the precise mechanisms underlying NPCs' senescence remain unclear.

Mitophagy, a selective form of autophagy that removes damaged or dysfunctional mitochondria, plays a crucial role in maintaining cellular homeostasis by regulating energy metabolism, stress responses, and cell survival (Wu et al. 2025; Webster et al. 2014). Increasing evidence suggests that impaired mitophagy is closely associated with NPCs senescence. Specifically, mitophagy mitigates the accumulation of reactive oxygen species (ROS) and oxidative stress by clearing damaged mitochondria, thereby reducing DNA damage and inflammatory responses in cells (Kang et al. 2020; Ma et al. 2022; Gu et al. 2025). Moreover, mitophagy helps preserve mitochondrial membrane potential and ATP production, ensuring that NPCs maintain adequate energy metabolism (Wu et al. 2024). Moreover, mitophagy helps preserve mitochondrial membrane potential and ATP production, ensuring that NPCs maintain adequate energy metabolism.

Acetylation of proteins, as a dynamic and reversible post‐translational modification, regulates mitophagy by altering the conformation, stability, and activity of mitophagy‐related proteins, thereby achieving precise control over this process (Webster et al. 2014; Wang, Qi, et al. 2020). For example, Mitofusin 2 (MFN2), a key protein involved in mitochondrial outer membrane fusion, is acetylated, and this modification affects mitochondrial membrane depolarization, leading to impaired mitophagy (Alka et al. 2023). On the other hand, the acetylation of Parkin activates mitophagy and inhibits cervical cancer cell proliferation (Sun et al. 2022). The acetylation level of FOXO3 increases significantly in response to inflammatory mediators (Jiang et al. 2023) and oxidative stress (Tseng et al. 2013), whereas its deacetylation activates the PINK1/Parkin ubiquitin‐dependent mitophagy, accelerating the clearance of damaged mitochondria (Wei et al. 2024). Additionally, deacetylated FOXO3 can directly regulate the expression of the mitophagy core protein BNIP3, further enhancing the cell's response to mitochondrial damage (Yao et al. 2022). Studies have also shown that in IDD, acetylation of proteins such as P53 (Zhang et al. 2019) and P62 (Wang et al. 2023) increases, and reducing their acetylation levels can mitigate cellular senescence, suggesting that high levels of acetylation may be a risk factor for IDD.

SIRT1, a NAD^+^‐dependent deacetylase, plays an essential role in maintaining cellular homeostasis, antiaging processes, and regulating mitophagy (Zhang et al. 2020; Li, Liu, et al. 2023). For example, SIRT1 can regulate the activity of the PINK1/Parkin and AMPK pathways, promoting the recognition of damaged mitochondrial surface markers and accelerating the formation of mitochondrial autophagosomes, thus improving mitochondrial function (Ren et al. 2017). Furthermore, SIRT1 deacetylates autophagy‐related molecules (such as Beclin1, Atg5, Atg7, and LC3), promoting autophagy and the repair of cells and tissues in response to oxidative stress, nutrient starvation, and other adverse conditions (Deng et al. 2021; Huang et al. 2015; Lee et al. 2008). In IDD, the expression of SIRT1 decreases with aging and degeneration, whereas overexpression of SIRT1, by activating mitophagy, suppresses the senescence and death of NPCs, thereby delaying IDD (Zhang et al. 2011).

Fibroblast Growth Factor 21 (FGF21) is an endocrine factor secreted by various tissues, including the liver, adipose tissue, and muscles, and plays an essential role in regulating glucose and lipid metabolism, insulin sensitivity, and energy balance (Geng et al. 2020). Recent studies have also shown that FGF21 can improve aging. Transgenic mice overexpressing FGF21 have a significantly longer lifespan compared to wild‐type mice (Zhang et al. 2012). The loss of FGF21 function accelerates thymic aging, while FGF21 overexpression delays thymic degeneration, improves immune function, and extends lifespan (Youm et al. 2016, 2025). Aging cells exhibit reduced autophagy, which disrupts cellular homeostasis. FGF21 can promote autophagy, suppress cellular senescence and ECM degradation, reducing cartilage damage and inhibiting osteoarthritis progression (Lu et al. 2021). Additionally, FGF21 promotes mitophagy through an AMPK‐dependent pathway (Ma et al. 2024). Although there is growing evidence of FGF21's crucial biological roles in aging and various diseases, its role in IDD remains unclear.

In this study, we identified FGF21 as a key driver gene influencing nucleus pulposus cell senescence through bioinformatics and investigated its functions and molecular mechanisms in IDD both in vivo and in vitro. Our findings reveal that FGF21 delays IDD by upregulating SIRT1, which activates PINK1/Parkin‐dependent mitophagy and inhibits nucleus pulposus cell senescence. Moreover, we identified that SIRT1 promotes the deacetylation of FOXO3 at the K241, K258, K289, and K568 sites, which are crucial for FGF21‐mediated mitophagy. In conclusion, these findings suggest that FGF21 may serve as a potential therapeutic target for IDD.

## 2 Methods

### 2.1 Collection of Human Nucleus Pulposus Tissue Samples

Human nucleus pulposus (NP) tissue samples were collected from patients undergoing discectomy due to spinal disorders. Prior to surgery, all patients underwent standard preoperative examinations including X‐rays, MRI, electrocardiogram, coagulation profile, liver and kidney function tests, and screenings for infectious diseases. None of the patients had a history of tuberculosis, brucellosis, or tumors. MRI‐based Pfirrmann grading was performed independently by three experienced clinicians prior to sample collection. Each collected NP tissue was divided into three parts for subsequent PCR, Western blot, and immunohistochemical staining experiments. A total of 26 samples were collected: Grade II (*n* = 6), Grade III (*n* = 6), Grade IV (*n* = 8), and Grade V (*n* = 6). Informed consent was obtained from all patients, and the study protocol was approved by the Ethics Committee of Lanzhou University (Approval No. 2025A‐043).

### 2.2 Isolation and Culture of Rat NPCs

Male Sprague–Dawley (SD) rats weighing 120–150 g were purchased from the animal facility of Lanzhou University. The rats were euthanized by intraperitoneal injection of 2% pentobarbital sodium. After skin removal, the caudal vertebrae were harvested and disinfected in absolute ethanol for 2 min. The NP tissues were extracted and digested with 0.1 mg/mL collagenase II (Proteintech, China) for 20 min. The digested mixture was centrifuged at 1000 rpm for 5 min, and the pellet was resuspended in complete DMEM/F12 medium containing 15% fetal bovine serum and 1% antibiotics. Cells were transferred to culture flasks and incubated at 37°C in a 5% CO_2_ atmosphere. The culture medium was refreshed every 2–3 days, and cells were passaged upon reaching 90% confluence.

### 2.3 Cell Transfection

Rat NPCs were transduced with lentivirus carrying the target gene. Cells in the logarithmic growth phase were seeded into 6‐well plates, and when cell confluence reached approximately 50%, lentiviral particles (MOI = 20) were added along with 8 μg/mL Polybrene to enhance transduction efficiency. After 24 h, the medium was replaced with fresh complete medium. Cells were observed for fluorescence expression or harvested for further experiments 48–72 h post‐transduction.

### 2.4 Co‐Immunoprecipitation (Co‐IP) and Western Blot Analysis

Cells were lysed using the BeaverBeads Protein A/G immunoprecipitation magnetic bead kit (22202, Suzhou, China) according to the manufacturer's instructions. A total of 300 μg of protein lysate was incubated with 4 μg of anti‐Sirt1 antibody (CST, 8469) overnight at 4°C. The mixture was then incubated with Protein A/G magnetic beads at room temperature for 2 h, followed by thorough washing. The beads were boiled at 95°C for 5 min. Proteins were separated using SDS‐PAGE and transferred to PVDF membranes (Bio‐Millipore, Billerica, MA). Membranes were blocked with blocking buffer (Beyotime, China) for 1 h, then incubated overnight at 4°C with primary antibodies, followed by a 2‐h incubation at 4°C with secondary antibodies. Protein bands were visualized using ECL ultra‐sensitive chemiluminescence substrate (Biosharp, China).

### 2.5 Establishment of the Rat IDD Model

The experimental procedures were approved by the Animal Ethics Committee of the Second Hospital of Lanzhou University (Approval No. D2025‐013) and conducted in accordance with the “Guidelines for the Care and Use of Laboratory Animals.” Adult male SD rats (120–150 g, *n* = 24) were randomly divided into four groups: Healthy, IDD, IDD + FGF21, and IDD + FGF21 + sh‐Sirt1. Following anesthesia with 2% pentobarbital sodium (40 mg/kg, i.p.), intervertebral disc puncture was performed at the Co7/8 level using a 5 mL syringe needle. Rats were returned to their cages and maintained for 8 weeks post‐surgery. The dosage, administration method, and time (100 μg/kg/day, intraperitoneal injection, once daily, continued for 8 weeks) are based on previous studies on rFGF21 in a rat osteoarthritis model (Lu et al. 2021). During the experiment, all rats underwent routine health observations, including activity levels, fur condition, food/water intake, and behavioral patterns.

### 2.6 Statistical Analysis

All data were analyzed using GraphPad Prism 9 software. Each experiment was performed at least three times. Statistical significance between groups was assessed using Student's *t*‐test and one‐way ANOVA. Data are presented as mean ± standard deviation. All experiments were conducted with at least six independent biological replicates (*n* ≥ 6).

## 3 Results

### 3.1 FGF21 Is Downregulated During IDD

Nucleus pulposus cell (NPCs) senescence plays a critical role in IDD. To identify key genes involved in regulating NPCs senescence, we first analyzed single‐cell RNA sequencing datasets related to IDD from the GEO database. By intersecting DEGs between degenerated and non‐degenerated NPCs populations with senescence‐related genes from the CellAge and GSAE_Senescence_gene databases, we identified 16 senescence‐associated DEGs: CDKN1A, CTNNB1, CTSB, ENO1, FGF21, FOS, FOXO1, HMGA1, ID1, IGFBP3, IGFBP7, JUN, PTGS2, SERPINE1, TXN, and VEGFA (Figure 1A). Among them, FGF21 stood out as it has been reported to be closely linked to cellular senescence, yet its role in IDD remains unreported. Therefore, FGF21 was selected for further investigation. According to the Pfirrmann grading system, samples were categorized into mildly degenerated (Grade II–III) and severely degenerated groups (Grade IV–V) (Figure 1B). H&E staining (Figure S1A) and Safranin O staining (Figure 1C) revealed that mildly degenerated NP tissues had higher cellularity, organized collagen fibers, and abundant proteoglycans, whereas severely degenerated tissues displayed the opposite characteristics (Figure S1B). Immunohistochemical staining of Aggrecan showed reduced expression in severely degenerated discs compared to mildly degenerated ones (Figure 1D and Figure S1C). Furthermore, we evaluated the expression of senescence markers using PCR (Figure 1E), Western blotting (Figure 1F and Figure S1D), and immunohistochemistry (Figure 1G and Figure S1E–G). The results showed a progressive increase in the expression of P16, P21, and P53 with the severity of IDD, while FGF21 expression decreased correspondingly.

**FIGURE 1:**
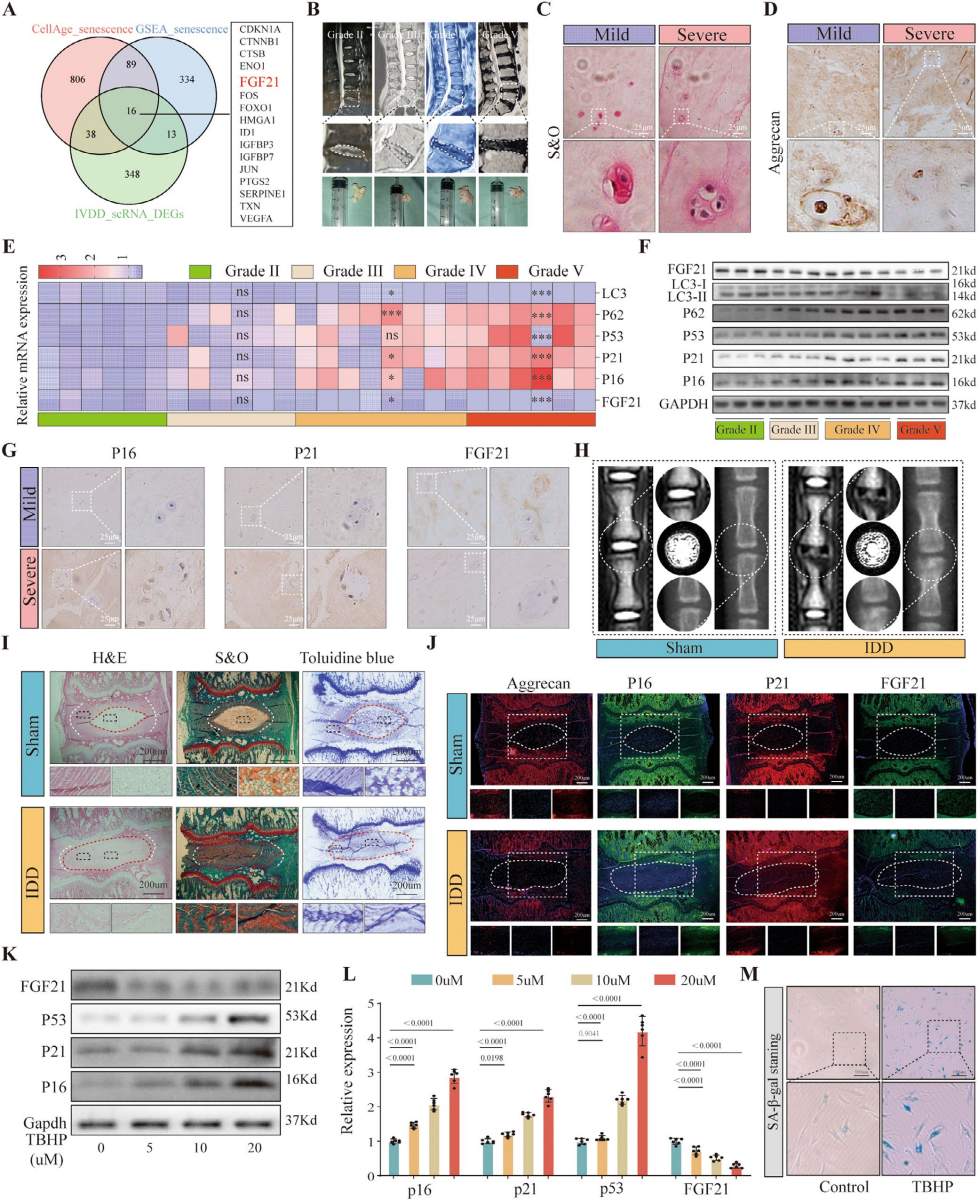
FGF21 is downregulated during IDD. (A) Venn diagram showing the overlap of differentially expressed genes (DEGs) between degenerative and non‐degenerative human NPCs with aging‐related genes from the CellAge and GSAE_Senescence_gene databases. (B) Representative T2‐weighted MRI images and corresponding intervertebral disc specimens from human samples. (C) Safranin O staining of human nucleus pulposus tissue. (D) Immunohistochemical staining of Aggrecan in human nucleus pulposus specimens. (E) Heatmap of qPCR results showing the expression of aging‐related genes in human nucleus pulposus tissues. (F) Western blot analysis of aging‐related protein expression in human nucleus pulposus tissues. (G) Immunohistochemical staining of P16, P21, and FGF21 in human nucleus pulposus samples. (H) T2‐weighted MRI and X‐ray images of rat coccygeal intervertebral discs. (I) Histological staining (H&E, Safranin O–Fast Green, and Toluidine Blue) of rat coccygeal intervertebral discs. (J) Immunofluorescence images of rat intervertebral disc sections. (K, L) Western blot analysis and quantitative bar graphs showing expression levels of aging‐related proteins in NPCs treated with increasing concentrations of TBHP. (M) Representative images of SA‐β‐Gal staining evaluating TBHP‐induced senescence in NPCs.

To further explore the clinical relevance of FGF21 in IDD, patients were stratified into high‐ and low‐FGF21 expression groups based on the median expression level. Correlation analysis with clinical parameters (age, sex, BMI, symptom duration, and Pfirrmann grade) revealed significant associations between FGF21 expression and Pfirrmann grade (*p* = 0.008), age (*p* = 0.004), and symptom duration (*p* = 0.017) (Table 1). Sankey diagram analysis demonstrated that FGF21 was highly expressed in patients younger than 65 years, with lower Pfirrmann grades (II–III), and shorter symptom durations. In contrast, patients aged ≥ 65, overweight, with higher Pfirrmann grades (IV–V), and longer symptom durations predominantly showed low FGF21 expression (Figure S2). However, logistic regression analysis showed that FGF21 is not an independent risk factor for IDD, which may be an error caused by the small sample size in this study (Table S2).

**TABLE 1:** Association between FGF21 expression and clinical characteristics of patients with IDD.

Clinical characteristics	FGF21 expression		*p*
	High expression	Low expression	
Pfirrmann	17	9	0.008**
II	6	0	
III	6	0	
IV	3	5	
V	2	4	
Sex	17	9	0.920
Female	6	3	
Male	11	6	
BMI classification	17	9	0.861
Normal	9	5	
Overweight	1	1	
Obese	6	3	
Underweight	1	0	
Age (years)	17	9	0.004**
< 65	16	4	
≥ 65	1	5	
Symptom duration (months)	17	9	0.017*
< 6	15	4	
≥ 6	2	5	

*Note:* *p < 0.05, **p < 0.01.

Based on the observed downregulation of FGF21 in human degenerative NP tissues, we established a rat IDD model via needle puncture of the coccygeal discs. Compared to the sham‐operated group, the needle‐puncture group showed decreased MRI signal intensity and significant disc height loss (Figure 1H and Figure S1H,I). Histological staining revealed that discs in the sham group maintained structural integrity, with well‐organized annulus fibrosus, large round nucleus pulposus (NP) tissues, and abundant proteoglycan content. In contrast, the puncture group exhibited disorganized AF structure, loss of normal NP morphology, and replacement by fibrous‐like tissue. Corresponding histological scores were significantly increased (Figure 1I and Figure S1J). Furthermore, immunofluorescence staining of rat coccygeal disc tissue showed reduced expression of Aggrecan and FGF21, and increased expression of senescence markers P16 and P21 in the NP region of the puncture group compared to the sham group (Figure 1J). These findings suggest that FGF21 is also downregulated in the rat IDD model and is closely associated with NP cell senescence.

In vitro, NPCs were treated with TBHP to simulate the degenerative process and further explore the pathological mechanisms of NPCs degeneration. Results from CCK‐8 assays (Figure S1K) and Western blot analysis (Figure 1K and Figure S1L,M) showed that TBHP reduced cell viability and increased the expression of senescence‐related markers P16, P21, and P53 in a time‐ and dose‐dependent manner, while concurrently decreasing the expression of FGF21. SA‐β‐Gal staining further confirmed that TBHP induced cellular senescence in NPCs (Figure 1L and Figure S1N). In addition, TBHP also induces mitochondrial damage in NPCs, manifested as mitochondrial swelling, disappearance of mitochondrial cristae, and even vacuolization. ATP content and MMP decrease (Figure S1O–P). These findings suggest that FGF21 expression is downregulated in IDD and is closely associated with NPCs senescence.

### 3.2 FGF21 Inhibits Senescence of NPCs

Since FGF21 is a secreted protein, we investigated its effect on NPCs senescence by using exogenous recombinant rat FGF21. First, a CCK‐8 assay was used to assess the impact of different concentrations of FGF21 on NPCs viability. The results showed that, in the absence of TBHP, FGF21 had no significant effect on cell viability. However, under TBHP‐induced stress, FGF21 improved cell viability in a dose‐dependent manner (Figure S3A). Based on these results, we selected 50 ng/mL (low dose) and 200 ng/mL (high dose) of recombinant rat FGF21 for further experiments. Western blot analysis revealed that FGF21 suppressed the expression of senescence‐related markers P16, P21, and P53 in a dose‐dependent manner in TBHP‐treated NPCs (Figure 2A,B). Consistent results were observed through SA‐β‐Gal staining, confirming the anti‐senescence effect of FGF21 on NPCs (Figure 2C,D). Mitochondrial dysfunction is a key hallmark of cellular senescence. We next examined whether FGF21 could modulate mitochondrial function under oxidative stress. TBHP exposure led to a reduction in mitochondrial membrane potential and ATP production in NPCs, whereas FGF21 treatment significantly restored both (Figure 2E,F and Figure S3B). Given that mitochondria are both a major source and a target of reactive oxygen species (ROS), we further evaluated the antioxidative role of FGF21. FGF21 significantly upregulated the expression of the antioxidant enzyme SOD (Figure 2G) and reduced the accumulation of MDA, a marker of lipid peroxidation (Figure S3C). Using ROS‐specific fluorescent probes, we observed that FGF21 decreased cytoplasmic ROS levels (Figure 2H and Figure S3D) and also significantly suppressed mitochondrial ROS production (Figure 2I and Figure S3E). Collectively, these findings demonstrate that FGF21 exerts a protective effect on NPCs by enhancing mitochondrial homeostasis and mitigating oxidative stress‐induced damage.

**FIGURE 2:**
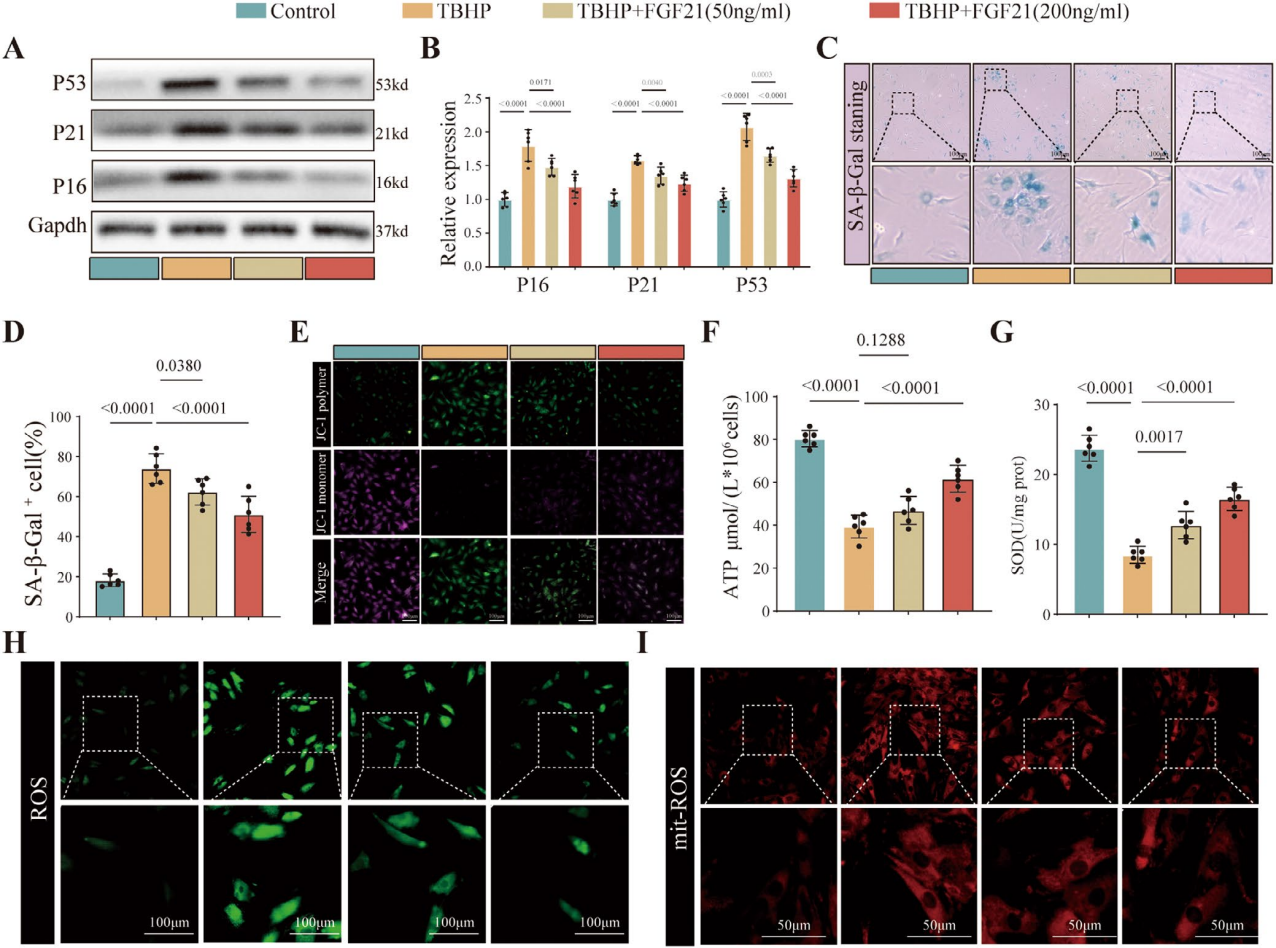
FGF21 attenuates senescence in NPCs. (A, B) Western blot analysis of senescence‐related protein expression in NPCs treated with varying concentrations of FGF21, along with corresponding quantitative bar graphs. (C, D) Representative images and quantification of SA‐β‐Gal staining showing the effect of FGF21 treatment on NPCs' senescence. (E) Fluorescence images of mitochondrial membrane potential assessed using JC‐1 staining. (F) Intracellular ATP levels measured by colorimetric assay. (G) Cellular SOD levels measured using WST‐8 assay. (H) Representative fluorescence images of intracellular reactive oxygen species (ROS) detected with ROS probes. (I) Representative images of mitochondrial ROS levels detected using MitoSOX staining. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

IDD is a complex pathological process driven by multiple factors, involving persistent inflammation, abnormal mechanical load, nutritional deficiency (hypoxia/hypoglycemia), and subsequent oxidative stress. In the IL‐1 β—induced degeneration model of NPCs, we also observed that FGF21 can effectively inhibit the aging of NPCs and restore IL‐1 β—induced mitochondrial damage (Figure S4).

### 3.3 FGF21 Activates Mitophagy

To explore the molecular mechanism by which FGF21 counteracts senescence in NPCs, transcriptomic sequencing was performed on NPCs treated with TBHP and TBHP + FGF21 (*n* = 3). 

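The data behind this experiment are RNA-seq read counts from 6 libraries of rat NPCs, 3 from the TBHP group and 3 from the TBHP+FGF21 group. TBHP (tert-butyl hydroperoxide) is an oxidant, and FGF21 was given as recombinant protein. For the TBHP+FGF21 group, the treatment labels deposited with the libraries name FGF21 for replicate 1, FGF22 for replicate 2 and FGF23 for replicate 3. The deposited treatment protocol, the series design text and the paper give FGF21 for the whole group, and this grouping was used. The authors deposited raw read counts per Ensembl gene for each library, in the layout of STAR's gene counts, and a combined table of raw read counts per gene symbol. The paper's text does not name the aligner or the annotation used for these libraries. In the combined table, the TBHP group had 18277724, 22025207 and 21434359 counts in replicates 1, 2 and 3, and the TBHP+FGF21 group had 21029396, 20979213 and 22426186 counts. At least 1 count was found in 14882 of its rows. The counts of 14859 of these rows were identical in all 6 libraries to the unstranded counts of a row in the per-sample files. Another 22 rows were the mean of a pair of such rows and were rounded up to whole counts. The row left over, which equalled neither, was Sirt1. The per-sample files also count reads by strand, and the totals of the strand columns had a ratio between 0.977 and 0.986, so the strand was not used for the reported values. The combined counts were normalized by edgeR's TMM method, and TBHP+FGF21 was compared with TBHP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The filter on low counts kept 11426 genes. Levels are given as CPM after TMM scaling. On simulated counts with the means, depth and spread of these libraries, 200 genes were changed by a log2 fold change of 1. The same test recovered 179 of them, and 6 of its 185 calls were false. Every simulated TBHP+FGF21 library carried the full change, and genes varied independently. A library that differs from the rest of its group was not simulated, so the recovery in the real libraries may be lower.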

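In the TBHP+FGF21 group against the TBHP group, 61 of the 11426 genes tested had an absolute log2 fold change above 1 and an unadjusted p under 0.05, of which 41 were higher and 20 were lower. An unadjusted p under 0.05 alone was reached by 1019 genes, where chance would give about 571.3. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood p, 1 gene was under 0.05. This gene was Sirt1, and the next smallest adjusted p was 0.553. With the Sirt1 counts of the per-sample files in place of those of the combined table, no gene had an adjusted p under 0.05, against 1018 with an unadjusted p under 0.05. The values of the groups did not overlap for 9.90% of the genes, and chance gives 10% for 3 libraries against 3. Other splits of the 6 libraries also reached high numbers of genes with an unadjusted p under 0.05. Replicates 1 and 2 of the TBHP group with replicate 2 of the TBHP+FGF21 group against the rest gave 2999. Replicate 1 of the TBHP group with replicates 1 and 3 of the TBHP+FGF21 group gave 1052. The remaining splits gave between 81 and 524, so the 1019 genes do not set the real groups apart.

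**Figure D1:**
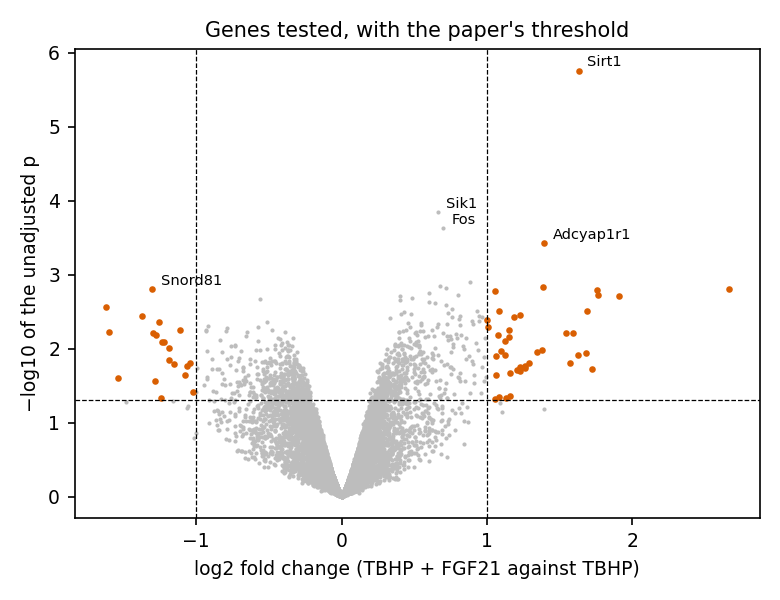
Each point is a gene, with its log2 fold change on the x axis and the −log10 of its unadjusted p from edgeR's quasi-likelihood test on the y axis. Dashed lines mark the threshold, and the 61 genes past it are in orange.

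Since fewer than 5 genes passed the adjusted p in either direction, the genes named here are those with the smallest unadjusted p. After Sirt1, the genes that rose were Sik1, Fos, Adcyap1r1 and Nr4a1, and the genes that fell were Snord81, Tspan2, Mir222, Gjb2 and Clec2g. Sik1 was at 33.3 ± 2.07 CPM (SD, n = 3) in the TBHP group and at 52.8 ± 8.31 CPM (SD, n = 3) in the TBHP+FGF21 group. Its log2 fold change was 0.66 (standard error 0.12, adjusted p = 0.553 by edgeR's quasi-likelihood test). Fos rose from 13.7 ± 1.35 to 22.3 ± 3.15 CPM, with a log2 fold change of 0.70 (standard error 0.14) and the same adjusted p. The log2 fold change was 1.39 for Adcyap1r1 and 0.89 for Nr4a1, the latter 0.59 without replicate 3 of the TBHP+FGF21 group. Among the genes that fell, it was -1.30 for Snord81, -0.56 for Tspan2, -1.62 for Mir222, -1.37 for Gjb2 and -0.51 for Clec2g. Snord81 and Mir222 are small RNA genes whose unstranded counts can hold reads of overlapping transcripts. With the strand column 4 of the per-sample files, Snord81 was at -0.83 (unadjusted p = 0.158 by edgeR's quasi-likelihood test). That column holds 51.7% to 52.2% of the unstranded counts. The number of genes called changed most with replicate 2 of the TBHP+FGF21 group. Without it, 867 genes, among them Sik1, Fos, Adcyap1r1, Nr4a1, Tspan2, Gjb2 and Clec2g, had an adjusted p under 0.05 by the same test, and 200 genes passed the fold change threshold, 94 higher and 106 lower. Without replicate 3 of the TBHP group, 104 genes passed this threshold. No gene had an adjusted p under 0.05 without replicate 1, 2 or 3 of the TBHP group or replicate 1 of the TBHP+FGF21 group, against 510, 337, 1771 and 479 genes with an unadjusted p under 0.05. Across genes, replicate 2 of the TBHP+FGF21 group correlated with the 3 TBHP libraries at a mean Spearman's rho of 0.996 and with the others of its own group at 0.990. With all libraries, limma on log2(normalized count + 1) over all 14882 genes with a count gave 185 genes past the threshold, 94 higher and 91 lower. Of these 185 genes, 150 had fewer than 60 counts in the 6 libraries together. The copy of Table S1 used here holds 189 rows, where the paper reports 398 genes. Among the 10 genes with the smallest p in it, Sirt1 alone had enough counts to be tested by edgeR. Magee2, RGD1559821, Rundc3b and Scn3b had 1 count in each TBHP library and 0 in each TBHP+FGF21 library. Snord73a, Tmem163 and LOC685718 had 5 counts each in all, Ccdc146 had 17 and Fam78a had 43.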

Based on the threshold of |logFC| > 1 and *p* < 0.05, a total of 398 differentially expressed genes (DEGs) were identified, including 198 upregulated and 200 downregulated genes (Table S1). Gene set enrichment analysis (GSEA) further revealed that gene expression in the FGF21‐treated group was significantly enriched in pathways related to autophagy and selective autophagy, with mitophagy being a key component (Figure S5B). These findings suggest that FGF21 may antagonize cellular senescence by activating autophagy‐related pathways. 

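The paper's text does not name the gene set collection, so 9 gene lists were compiled by hand and tested with camera on the same fit. The core autophagy machinery list had 48 genes in the test. Their median log2 fold change was 0.06, with 30 genes higher and 18 lower in the TBHP+FGF21 group (camera, adjusted p = 0.433 over the 9 lists by Benjamini-Hochberg). Of the selective autophagy receptors, 20 of 24 listed genes could be tested. Their median log2 fold change was -0.03, with 5 higher and 15 lower (camera, adjusted p = 0.433). In the mitophagy list, 39 of 41 genes could be tested, with a median log2 fold change of -0.09. Here 10 genes were higher and 29 were lower in the TBHP+FGF21 group (camera, adjusted p = 0.295), so the direction was downward and did not pass the adjustment. Lists overlap, since the mitophagy list shares 11 genes with the receptors and 7 with the core machinery. No gene of these 3 lists had an adjusted p under 0.05, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 2 genes in the core machinery, and none among the receptors or the mitophagy genes. The core machinery gene with the smallest p was Vamp8, at a log2 fold change of -0.39 (standard error 0.15, adjusted p = 0.553 by edgeR's quasi-likelihood test). It was -0.25 without replicate 2 and -0.54 without replicate 3 of the TBHP group. In the mitophagy list it was Ambra1, at 0.20 (standard error 0.09, adjusted p = 0.553 by the same test). By preranked gene set enrichment on the signed square root of edgeR's F, the test closest to the GSEA the paper names, the normalized enrichment score was 1.03 for the core machinery (adjusted p = 0.507), -1.20 for the receptors (adjusted p = 0.494) and -1.65 for the mitophagy list (adjusted p = 0.0895). No list passed an adjusted p of 0.05 by camera, so there was no call for fry or for an estimated correlation to keep, and neither of these made one.

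**Figure D2:**
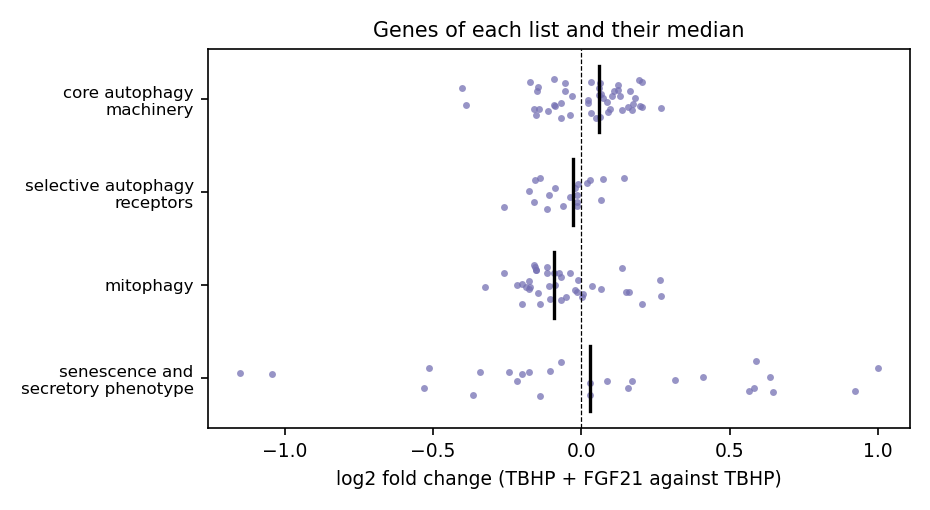
Each point is a gene tested, placed by its log2 fold change between the TBHP+FGF21 and TBHP groups on the x axis, in 4 of the lists on the y axis, and black bars mark the medians. The medians are 0.06 for the core autophagy machinery, -0.03 for the selective autophagy receptors, -0.09 for mitophagy and 0.03 for senescence and secretory phenotype.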

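The senescence and secretory phenotype list had 27 of its 36 genes in the test, 14 higher and 13 lower in the TBHP+FGF21 group, with a median log2 fold change of 0.03 (camera, adjusted p = 0.715 over the 9 lists by Benjamini-Hochberg). The quartiles of these genes were -0.23 and 0.49, a wider range than in the autophagy lists. The median was -0.06 without replicate 2 of the TBHP+FGF21 group, -0.0020 without replicate 3 of that group and -0.02 without replicate 3 of the TBHP group, and the direction by camera was downward in the last of these and upward in the others. At an unadjusted p under 0.05 there were 11 genes of the list, and none was under 0.05 adjusted over the list alone or over all genes. Of these, Mmp3, Plau, Mmp10, Gdf15, Mmp13, Ereg and Glb1 rose, and Ptgs2, Igfbp3, Ccl2 and Ccl7 fell. The log2 fold changes of Ccl2 and Ccl7 were -1.04 and -1.15, larger in size than any of those that rose. The member with the smallest p was Mmp3, a secreted protease, at 20.5 ± 2.35 CPM (SD, n = 3) in the TBHP group and 41.0 ± 20.4 CPM (SD, n = 3) in the TBHP+FGF21 group. Its log2 fold change was 1.00 (standard error 0.28, adjusted p = 0.553 by edgeR's quasi-likelihood test), and 1.32 without replicate 2 of the TBHP+FGF21 group (adjusted p = 6.06e-05). It was 0.59 without replicate 3 of that group, and the adjusted p lay between 0.244 and 0.982 when a library other than replicate 2 was left out. The genes of 2 senescence markers measured as proteins in the paper were not called. Cdkn1a, which encodes P21, was at 314 ± 34.8 CPM in the TBHP group and 321 ± 32.3 CPM in the TBHP+FGF21 group. Cdkn2a, which encodes P16, was at 49.2 ± 7.90 and 42.9 ± 8.03 CPM. Their log2 fold changes were 0.03 and -0.20 (adjusted p 0.931 and 0.645 by the same test). The sign for Cdkn1a changed to -0.02 without replicate 3 of either group, and its highest value was 0.13, without replicate 1 of the TBHP group. For Cdkn2a the value was -0.04 without replicate 1 of the TBHP+FGF21 group and -0.32 without replicate 3 of the TBHP group. Of the genes that the paper named and that were tested here, 41 in all with the FGF21 receptors, 3 were under 0.05 adjusted over the list alone, namely Sirt1, Fos and Egr1, against 1 over all genes. This adjustment used the Sirt1 counts of the combined table, and Egr1 was close to the limit (0.0471 by edgeR's quasi-likelihood test). With the Sirt1 counts of the per-sample files, Sirt1 had an unadjusted p of 0.485 by the same test. The adjustment over the list was not repeated with those counts. Ptgs2, one of the senescence-associated genes of Figure 1A, fell with a log2 fold change of -0.51 (standard error 0.17, adjusted p = 0.553 by edgeR). It was -0.75 (adjusted p = 0.00108 by edgeR) without replicate 2 of the TBHP+FGF21 group and -0.32 without replicate 3 of that group. Its adjusted p lay between 0.272 and 0.982 when a library other than replicate 2 was left out. The median of 28 cell cycle genes was 0.02 (camera, adjusted p = 0.607), but it turned on single libraries. It was -0.20 (adjusted p = 0.0559) without replicate 2 of the TBHP+FGF21 group, 0.15 (adjusted p = 0.000679) without replicate 3 of that group and -0.05 without replicate 1 of the TBHP group. From its enrichment analysis of these libraries (Figure S5B), the paper proposes that the autophagy pathways link FGF21 to senescence, and it then turns to autophagy markers in disc tissue.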

To verify this, we examined the expression of autophagy markers in human intervertebral disc specimens. Compared to mildly degenerated tissues, severely degenerated NP tissues exhibited reduced LC3 expression and elevated P62 levels (Figure 3A and Figure S7A,B). Similar results were observed in a rat IDD model: LC3II/I expression was decreased and P62 was increased in the puncture group compared to the sham group (Figure 3B and Figure S7C,D). Meanwhile, we observed the effect of TBHP on autophagy with and without the use of bafilomycin A1, and found that TBHP intervention inhibited the production of autophagy in NPCs (Figure S6A,B). Indicates that autophagy is inhibited during IDD process.

**FIGURE 3:**
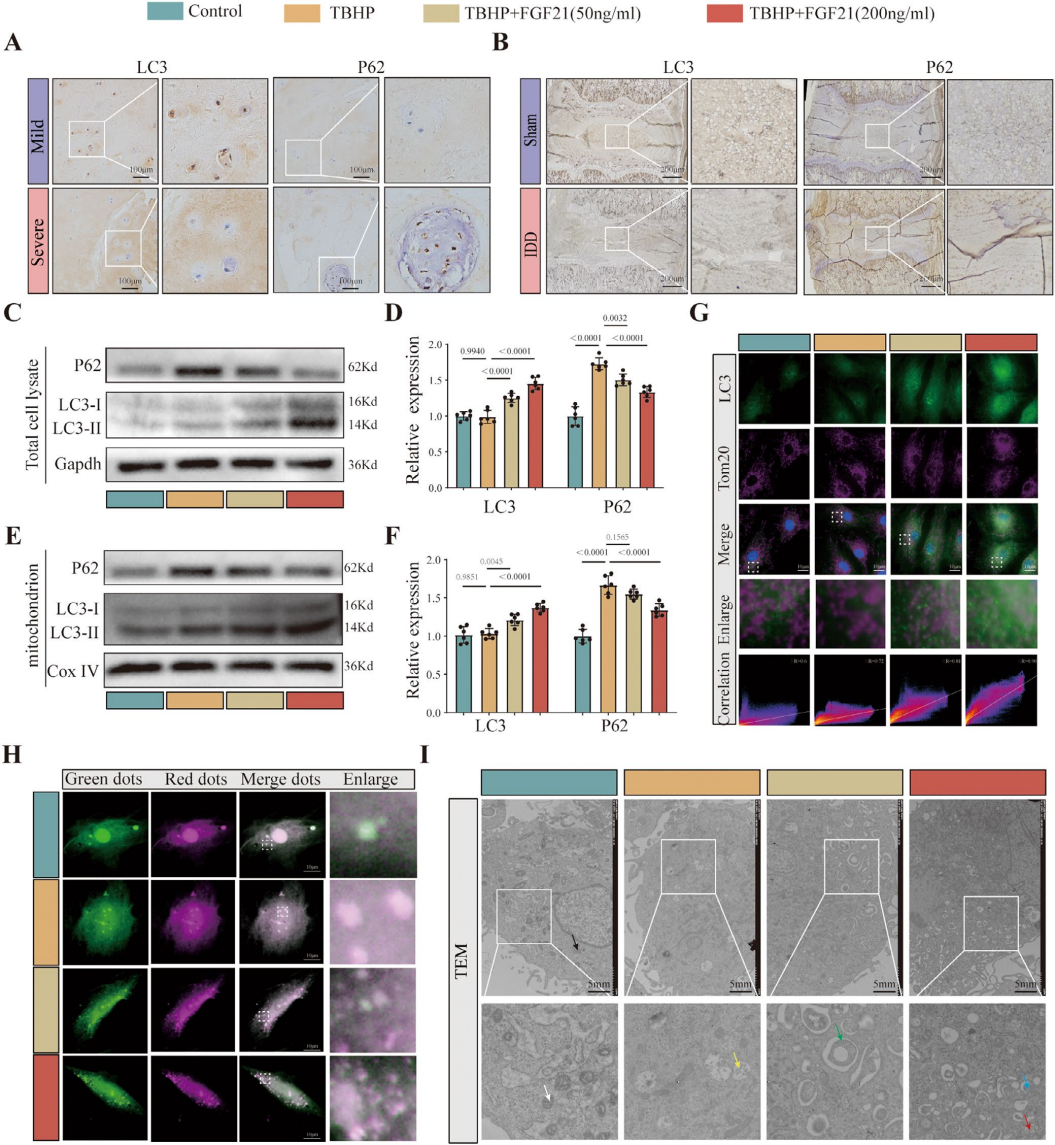
Mitophagy is impaired in IDD. (A) Immunohistochemical staining of LC3 and P62 in human NP tissues. (B) Immunohistochemical staining of LC3 and P62 in rat caudal intervertebral discs. (C, D) Western blot images of LC3 and P62 expression in whole cell lysate. (E, F) Western blot images of LC3 and P62 in mitochondrial fractions. (G) Representative confocal images showing colocalization of LC3 with mitochondrial outer membrane protein Tom20. (H) Confocal microscopy images of cells transduced with tandem mCherry‐EGFP‐LC3 virus, indicating autophagosomes (yellow puncta) and autolysosomes (red puncta). (I) Representative transmission electron microscopy (TEM) images. Black arrows indicate lysosomes, white arrows indicate mitochondria, yellow arrows indicate vacuolated mitochondria, green arrows indicate autophagosomes, blue arrows indicate autophagosome, and red arrows indicate autolysosomes.

Interestingly, we observed that FGF21 not only promotes the production of autophagosomes but also their degradation, indicating that FGF21 promotes autophagic flow (Figure S6C,D). To investigate the regulatory effect of FGF21 on mitophagy, we performed Western blot analysis of autophagy‐related proteins. In the TBHP group, there was no significant change in the LC3‐II/LC3‐I ratio, while P62 accumulated in both whole‐cell lysates and mitochondrial fractions, suggesting that TBHP may inhibit mitophagy activation (Figure 3E,F). Following FGF21 treatment (50 ng/mL and 200 ng/mL), the LC3‐II/LC3‐I ratio increased in a dose‐dependent manner, accompanied by a marked reduction in P62 expression. Immunofluorescence colocalization analysis revealed enhanced colocalization of LC3 with Tom20 upon FGF21 treatment, with stronger colocalization observed in the high‐dose group (200 ng/mL) (Figure 3G). Using a tandem mCherry‐EGFP‐LC3 reporter, we found that TBHP treatment did not significantly alter autophagosome (yellow puncta) or autolysosome (red puncta) numbers. In contrast, FGF21 significantly increased both structures, indicating enhanced autophagic flux and mitophagy (Figure 3H and Figure S7E). Transmission electron microscopy further confirmed that TBHP‐treated cells exhibited swollen mitochondria with disrupted cristae and minimal autophagosomes. In contrast, FGF21‐treated cells displayed typical double‐membraned autophagosomes, with numbers increasing in a dose‐dependent manner (Figure 3I and Figure S7F). Together, these findings demonstrate that FGF21 activates mitophagy, facilitates the clearance of damaged mitochondria, and exerts a protective effect against NPCs senescence.

### 3.4 FGF21 Suppresses NPCs Senescence via Mitophagy

To investigate whether FGF21 suppresses NPCs senescence through mitophagy, the mitophagy inhibitor Mdivi‐1 was utilized. Through CKK‐18 experiment, we selected 5uM Mdivi‐1 pretreatment for 2 h, followed by co culture with FGF21 for 24 h (Figure S8A,B). The results of Western blot (Figure 4A,B) and SA‐β‐Gal staining (Figure 4C,D) showed that compared with the TBHP+FGF21 group, the inhibitory effect of FGF21 on cellular senescence was reversed when combined with the mitophagy inhibitor Mdivi‐1 (TBHP+FGF21+Mdivi‐1 group) (Figure 4C,D), indicating that the anti‐cellular senescence effect of FGF21 depends on mitophagy. The protective effect of FGF21 on mitochondrial function disappeared (Figure 4E–G). In terms of antioxidant capacity, the blockade of mitophagy weakened the ROS scavenging ability of FGF21 (Figure 4H–M), and the activation effect of FGF21 on mitophagy was also reversed after the use of Mdivi‐1 (Figure S8C–H). To eliminate off target effects of Mdivi‐1, we also used genetic methods to knock down the Drp‐1 gene. Similarly, we observed that knocking down Drp‐1 reversed the activation of mitophagy and anti‐aging effects of FGF21 (Figures S9 and S10).

**FIGURE 4:**
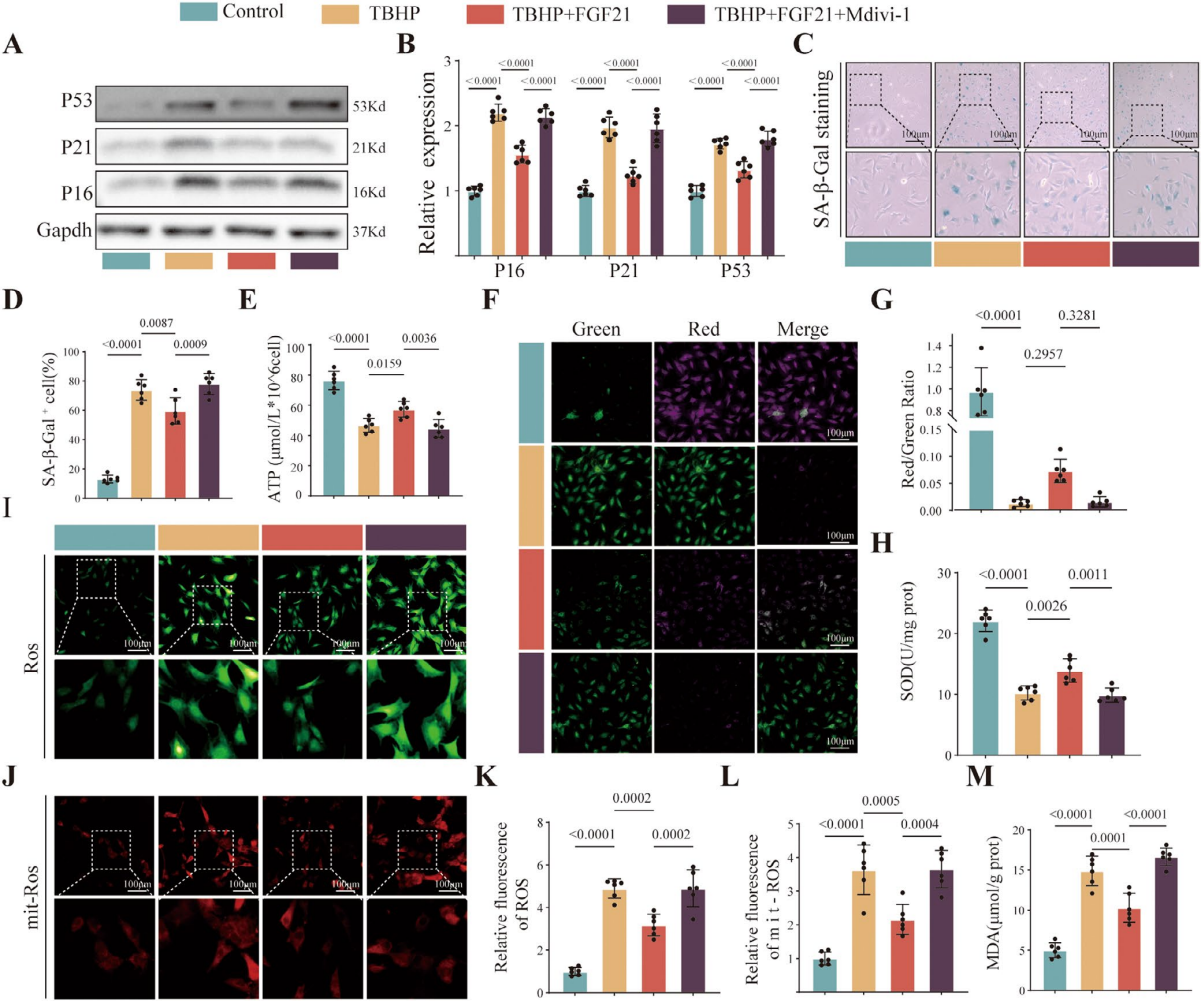
FGF21 suppresses NPCs senescence through mitophagy. (A, B) Western blot analysis and quantification of P53, P21, and P16 protein expression. (C, D) Representative images and quantification of SA‐β‐Gal staining to assess cell senescence. (E) Colorimetric assay to determine intracellular ATP levels. (F, G) JC‐1 staining for mitochondrial membrane potential and its quantification. (H) Measurement of intracellular SOD levels using WST‐8 assay. (I) Fluorescence imaging of intracellular ROS using DCFH‐DA probe. (J) Representative images of mitochondrial ROS levels assessed using Mito‐Sox probe. (K, L) Quantification of total cellular and mitochondrial ROS levels. (M) Colorimetric assay of MDA levels, a marker of lipid peroxidation. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

### 3.5 FGF21 Activates Mitophagy via the PINK1–Parkin Pathway

To further investigate the pathway through which FGF21 activates mitophagy, we first examined the expression of key genes involved in mitophagy using qPCR. Compared to the control group, TBHP treatment increased the mRNA levels of PINK1 and Parkin. FGF21 treatment further enhanced the transcription of PINK1 and Parkin in a dose‐dependent manner, while the expression of BNIP3, BNIP3L, and FUNDC1 remained unchanged (Figure S11A). Western blot results also revealed that the expression levels of PINK1, Parkin, p‐PINK1, and p‐Parkin in the whole‐cell lysate significantly increased following TBHP intervention, and this increase was further enhanced with FGF21 treatment (Figure S11B–D). Subcellular protein fractionation experiments (Figure S11E–H) demonstrated that FGF21 not only elevated the expression of PINK1 and Parkin but also promoted their phosphorylation and mitochondrial translocation. Immunofluorescence colocalization analysis (Figure S11I) further confirmed that FGF21 increased the colocalization of Parkin with the mitochondrial membrane protein Tom20. Similarly, in an IL‐1β‐induced inflammatory model, we observed that FGF21 activated mitophagy via the PINK1‐Parkin pathway (Figure S13).

To investigate whether FGF21 activates mitophagy via the PINK1‐Parkin pathway, we first transfected NPCs with either a lentiviral empty vector or lentiviruses containing sh‐PINK1 and sh‐Parkin. The results showed significant suppression of both mRNA and protein expression levels of PINK1 and Parkin (Figure S12A–C), indicating the successful establishment of the gene knockdown model. Subsequent Western blot analysis of mitophagy‐related molecules revealed that, compared to the TBHP group, the TBHP+FGF21 group exhibited increased expression of LC3‐II protein in mitochondria and a decrease in P62 expression. However, when PINK1 or Parkin was knocked down, the expression levels of LC3‐II and P62 returned to those observed in the TBHP group (Figure 5A,B). Furthermore, immunofluorescence colocalization results indicated that knockdown of PINK1 or Parkin led to reduced LC3 expression and decreased colocalization (Figure 5C). Using a dual‐labeled autophagy adenovirus to monitor autophagic flux, it was observed that, compared to the TBHP group, the TBHP+FGF21 group displayed an increased number of autophagosomes (yellow puncta) and autolysosomes (red puncta). Knocking down PINK1 or Parkin counteracted the promoting effect of FGF21 (Figure 5D,E). Transmission electron microscopy results similarly demonstrated that the TBHP group exhibited mitochondrial swelling and cristae rupture, with few autophagosomes or autolysosomes present. FGF21 intervention increased autophagic structures, whereas knockdown of PINK1/Parkin reversed this effect, manifesting as increased swollen and vacuolated mitochondria and a reduction in autophagy‐related structures (Figure 5F,G). These findings collectively indicate that FGF21 activates mitophagy through the PINK1‐Parkin pathway.

**FIGURE 5:**
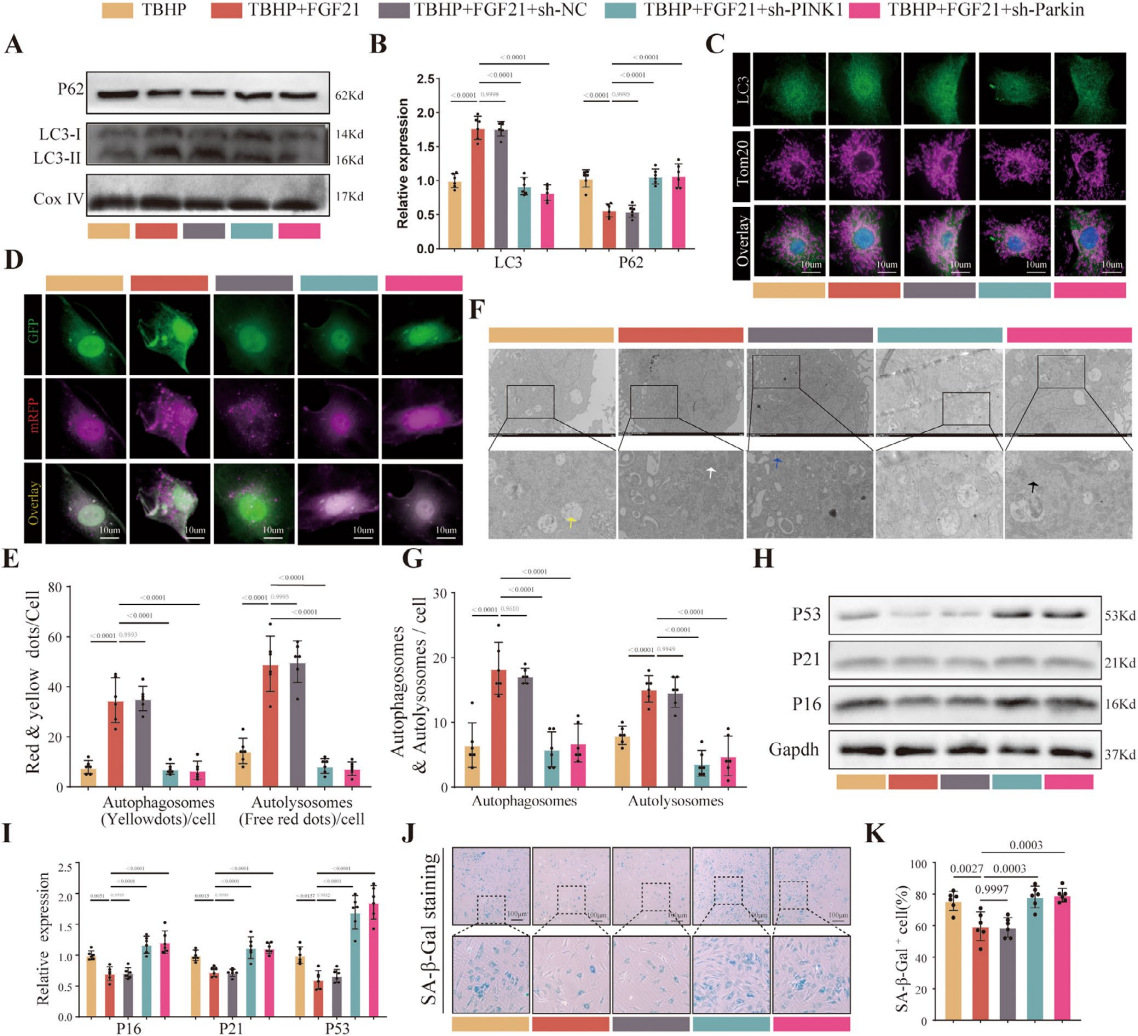
FGF21 activates the PINK1‐Parkin signaling pathway to inhibit nucleus pulposus cell senescence. (A, B) Western blot analysis of LC3 and P62 protein levels in mitochondrial fractions of cells, along with corresponding quantitative bar graphs. (C) Representative images showing colocalization of LC3 and the mitochondrial membrane protein Tom20 obtained via confocal microscopy. (D, E) Representative images and quantification bar graphs of cells infected with mCherry‐EGFP‐LC3 dual‐labeled autophagy adenovirus, observed using confocal microscopy. (F, G) Representative transmission electron microscopy (TEM) images and corresponding quantification bar graphs. (H, I) Western blot analysis and quantification of P53, P21, and P16 protein expression. (J, K) Representative images and quantification of SA‐β‐Gal staining to assess cell senescence. Black arrows indicate lysosomes, white arrows indicate mitochondria, yellow arrows indicate vacuolated mitochondria, green arrows indicate autophagosomes, blue arrows indicate autophagosome, and red arrows indicate autolysosomes. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

We further evaluated the role of this pathway in mediating the anti‐senescent effects of FGF21. Western blot results showed that FGF21 suppressed the expression of senescence markers P16, P21, and P53 in TBHP‐treated NPCs. However, this effect was completely abolished in NPCs with PINK1 or Parkin knockdown (Figure 5H,I). Consistent results were obtained with SA‐β‐Gal staining, further indicating that the PINK1–Parkin pathway is essential for the anti‐senescent action of FGF21 (Figure 5J,K). Moreover, knockdown of PINK1 or Parkin significantly attenuated FGF21‐mediated improvements in mitochondrial function (Figure S12D–F) and antioxidant defense (Figure S12G–L).

### 3.6 FGF21 Upregulates SIRT1 Expression

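In the combined count table, Sirt1 had 32, 38 and 35 counts in replicates 1, 2 and 3 of the TBHP group, and 121, 111 and 113 counts in the TBHP+FGF21 group. These were 1.72 ± 0.074 CPM (SD, n = 3) and 5.32 ± 0.40 CPM (SD, n = 3). The log2 fold change was 1.63 (standard error 0.19, adjusted p = 0.0200 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every TBHP+FGF21 library was above every TBHP library (two-sided exact permutation test of log2 CPM, p = 0.1, the smallest that 3 libraries against 3 allow). When each library was left out in turn, the log2 fold change stayed between 1.59 and 1.69, but edgeR's adjusted p rose to between 0.163 and 0.274 without any one TBHP library or without replicate 1 of the TBHP+FGF21 group. The unstranded columns of the per-sample files did not hold the Sirt1 counts of the TBHP group. No row had these 6 counts in its unstranded or strand columns, and none had the 3 TBHP counts in its unstranded column. A single row, ENSRNOG00000051592, had the 3 counts of the TBHP+FGF21 group, and its TBHP counts were 92, 138 and 125. The counts of the TBHP+FGF21 group alone pick out the right row for 99.9% of the named rows with at least as many counts as Sirt1. The 6 nearest named rows in the file are genes of chromosome 20 in RefSeq's GRCr8 annotation, where Sirt1 is also placed. That this row is Sirt1 rests on these comparisons, since no table used here pairs the identifier with a symbol. With that row, Sirt1 was at 5.57 ± 0.55 CPM (SD, n = 3) in the TBHP group and 5.17 ± 0.39 CPM (SD, n = 3) in the TBHP+FGF21 group. The log2 fold change was then -0.11 (adjusted p = 0.817 by edgeR's quasi-likelihood test), and the group means differed by less than the SD of the TBHP group (two-sided exact permutation test, p = 0.4). The direction and the call for Sirt1 therefore depended on which of the deposited counts were used. Table S1 lists a log2 fold change of 1.62 for Sirt1, as the paper's value.

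**Figure D3:**
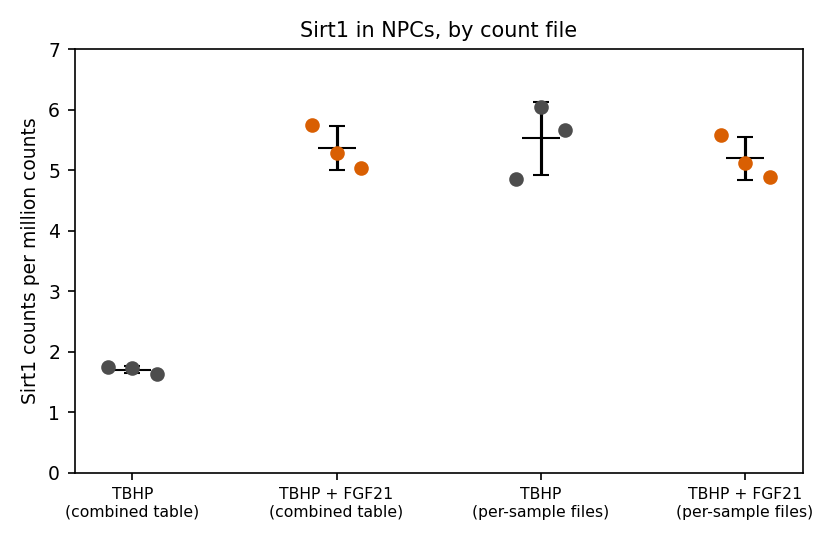
Each point is a library, with Sirt1 CPM, without TMM scaling, on the y axis and the groups by count file on the x axis, and bars give the mean and SD. The TBHP libraries lie between 1.63 and 1.75 in the combined table and between 4.86 and 6.05 in the per-sample files.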

Transcriptome sequencing analysis revealed that FGF21 treatment upregulated the expression of SIRT1 (Figure S4A), suggesting that FGF21 may activate mitophagy by modulating SIRT1 levels, thereby attenuating NPCs senescence. We first assessed SIRT1 expression via immunohistochemical staining in human NP tissue samples. Compared to mildly degenerated discs, severely degenerated discs exhibited significantly reduced SIRT1 expression (Figure 6A). Consistent findings were observed in a rat model of IDD (Figure 6B). Moreover, we evaluated the regulatory effect of FGF21 on SIRT1; we observed a significant decrease in the expression level of SIRT1 in TBHP and IL1 β‐induced nucleus pulposus cell degeneration models, while the expression of SIRT1 showed a concentration dependent increase when treated with FGF21 (Figure 6C and Figure S13A,B), indicating that FGF21 effectively modulates SIRT1 expression.

**FIGURE 6:**
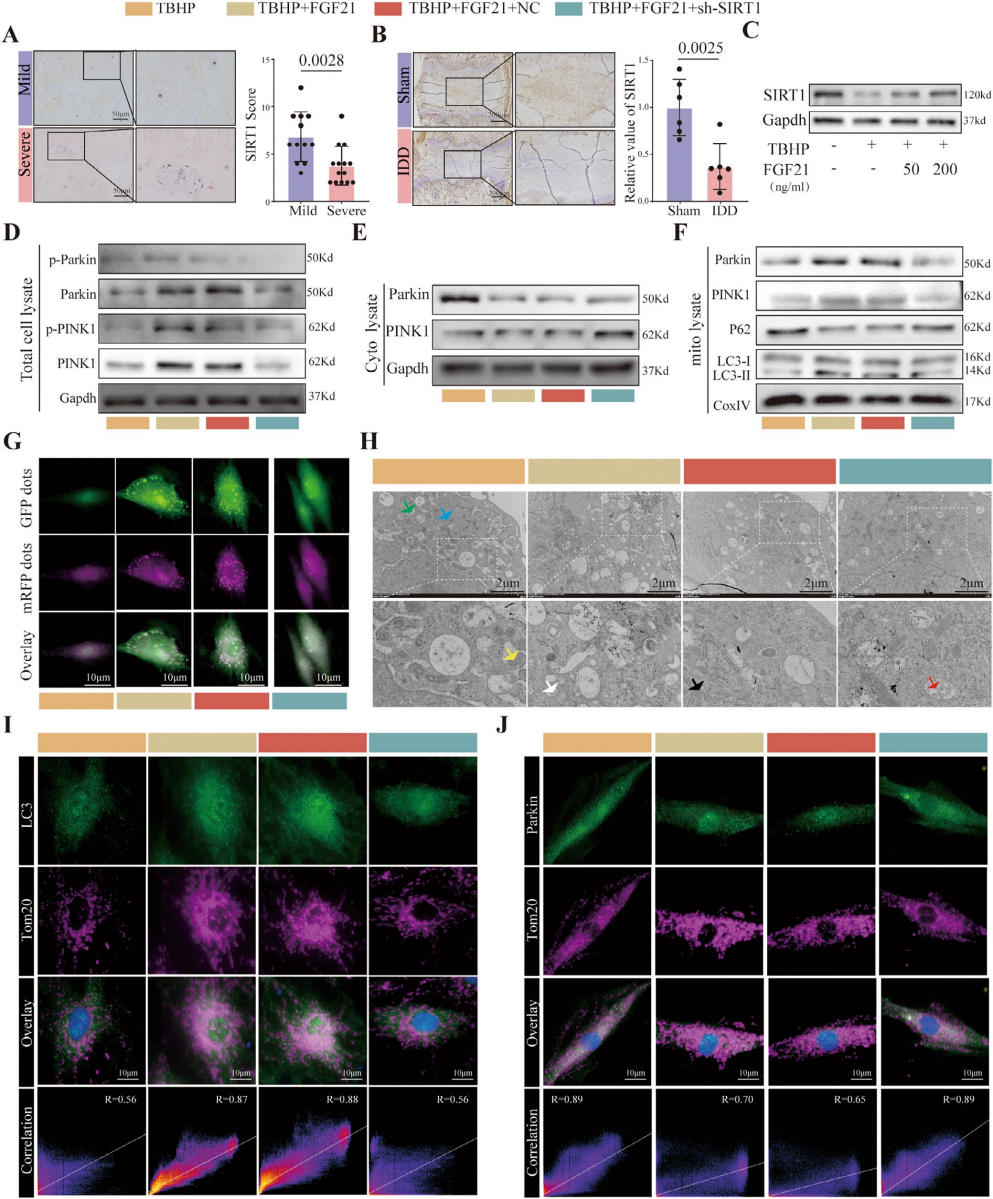
FGF21 Induces Mitophagy via SIRT1 Activation. (A) Immunohistochemical staining and quantification bar graph showing SIRT1 expression in human nucleus pulposus tissue samples. (B) Immunohistochemical staining and quantification bar graph of SIRT1 expression in rat intervertebral disc tissue samples. (C) Western blot analysis of SIRT1 protein expression. (D, E) Western blot analysis and corresponding quantification bar graphs of mitophagy‐related proteins. (F, G) Representative confocal microscopy images and quantification bar graphs of cells infected with mCherry‐EGFP‐LC3 dual‐labeled autophagy adenovirus. (H) Representative transmission electron microscopy (TEM) images. Green arrows indicate vacuolated mitochondria; blue arrows indicate lysosomes; black arrows indicate normal mitochondria; yellow arrows indicate swollen mitochondria; white arrows indicate autophagosome; red arrows indicate autolysosomes. (I) Representative immunofluorescence image showing colocalization of LC3 with Tom20. (J) Representative immunofluorescence image showing colocalization of Parkin with Tom20. (K) Representative immunofluorescence image showing colocalization of Parkin with Tom20. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

### 3.7 SIRT1 Overexpression Activates Mitophagy

To explore the impact of SIRT1 on NPCs senescence and mitophagy, we examined the expression of senescence markers using Western blot and senescence‐associated staining. SIRT1 overexpression significantly suppressed TBHP‐induced NPCs senescence (Figure S14A–D). Additionally, SIRT1 overexpression improved mitochondrial function (Figure S14E–G) and reduced oxidative stress (Figure S14H–M).

We further investigated the effect of SIRT1 on PINK1/Parkin pathway‐mediated mitophagy. Western blot results showed that overexpression of SIRT1 not only increased the expression of PINK1, Parkin, p‐PINK1, and p‐Parkin in whole cell lysates but also promoted the translocation of PINK1 and Parkin from the cytoplasm to mitochondria (Figure S15A–G). Additionally, following SIRT1 overexpression, the LC3II/I ratio, the co‐localization of LC3 with the mitochondrial marker Tom20 (Figure S15H), and the co‐localization of Parkin with Tom20 were correspondingly increased, while P62 expression was reduced (Figure S15I). These results fully confirm that overexpression of SIRT1 can significantly activate PINK1/Parkin pathway‐mediated mitophagy.

### 3.8 FGF21 Inhibits NPCs Senescence by Upregulating SIRT1

To verify whether FGF21 exerts its anti‐senescence effects through SIRT1, we constructed an NPCs model with SIRT1 knockdown. qPCR and Western blot analyses revealed that the second shRNA sequence achieved the most efficient knockdown and was thus selected for subsequent experiments (Figure S16A–C). In a TBHP‐induced cellular senescence model, FGF21 treatment significantly inhibited the expression of senescence‐associated proteins P16, P21, and P53. However, this protective effect was completely abolished following SIRT1 knockdown (Figure S16D,E). β‐galactosidase staining yielded consistent results (Figure S16F,G). Moreover, FGF21 increased intracellular ATP levels and mitochondrial membrane potential (Figure S16H–J), effects that were significantly diminished in SIRT1‐deficient cells. Additionally, the antioxidant effects of FGF21 were markedly impaired upon SIRT1 knockdown (Figure S16K–M). These findings collectively demonstrate that SIRT1 is a critical downstream target mediating FGF21's anti‐senescence effects in NPCs.

### 3.9 FGF21 Activates Mitophagy Through Upregulating SIRT1

To further investigate whether FGF21 activates mitophagy through SIRT1, we examined mitophagy markers following FGF21 treatment in the presence or absence of SIRT1 knockdown. Western blot results showed that knockdown of SIRT1 not only reduced the expression of PINK1, Parkin, p‐PINK1, and p‐Parkin in whole cell lysates, but also inhibited the translocation of PINK1 and Parkin from the cytoplasm to mitochondria (Figure 6D–F and Figure S17A–D). Dynamic monitoring of autophagic flux using the mCherry‐EGFP‐LC3 dual‐fluorescence adenovirus system revealed that FGF21 treatment increased the number of autophagosomes and autolysosomes, whereas SIRT1 knockdown reduced both types of autophagic structures to levels comparable to the TBHP group (Figure 6G and Figure S17E). Transmission electron microscopy further demonstrated that in the TBHP group, mitochondria exhibited swelling, loss of cristae structure, and partial vacuolization. Following FGF21 intervention, mitochondrial swelling was alleviated, with visible contacts between autophagosomes and mitochondria, along with increased mitophagic structures. In contrast, SIRT1 knockdown significantly reduced the numbers of autophagosomes and autolysosomes (Figure 6H and Figure S17F). Furthermore, after SIRT1 knockdown, the co‐localization of LC3 with the mitochondrial membrane potential marker Tom20 (Figure 6J) and the co‐localization of Parkin with Tom20 (Figure 6K) were significantly decreased, indicating that SIRT1 plays a crucial role in FGF21‐activated mitophagy.

### 3.10 FGF21 Attenuates IDD in Rats

To investigate the role of FGF21 in IDD, we established a rat model of IDD and administered FGF21 via intraperitoneal injection, while also injecting sh‐SIRT1 lentivirus directly into the intervertebral disc (Figure 7A). Radiographic assessments revealed that, compared to the sham group, the IDD group exhibited a significant reduction in disc height index (DHI) and MRI signal intensity. In contrast, FGF21 treatment partially restored both DHI and MRI signal intensity. However, when SIRT1 was knocked down via sh‐SIRT1, the therapeutic effects of FGF21 were abolished (Figure 7B–E). Histological analysis further evaluated the therapeutic effects of FGF21. In the sham group, the disc structure remained intact, with large, round nucleus pulposus (NP) cells and abundant proteoglycan content. In the IDD group, the annulus fibrosus was disrupted and the NP region was largely replaced by disorganized fibrotic tissue. In the FGF21 treatment group, structural damage was partially ameliorated, evidenced by preserved NP tissue, improved annulus fibrosus morphology, increased disc height, and elevated proteoglycan levels. However, these protective effects were absent in the FGF21 + sh‐SIRT1 group, indicating that FGF21 failed to confer therapeutic benefit when SIRT1 was knocked down (Figure 7F–G). Additionally, we assessed the expression of senescence markers and mitophagy‐related proteins in the rat intervertebral discs. Immunofluorescence analysis showed that, compared to the sham group, the IDD group had significantly reduced expression of SIRT1, LC3, Parkin, and Aggrecan in the NP tissue, while levels of the senescence markers P16 and P21 were markedly elevated. FGF21 treatment reversed these changes, significantly increasing the expression of SIRT1, LC3, Parkin, and Aggrecan while decreasing P16 and P21 levels. Importantly, these beneficial effects were negated in the FGF21 + sh‐SIRT1 group (Figure 7H–M).

**FIGURE 7:**
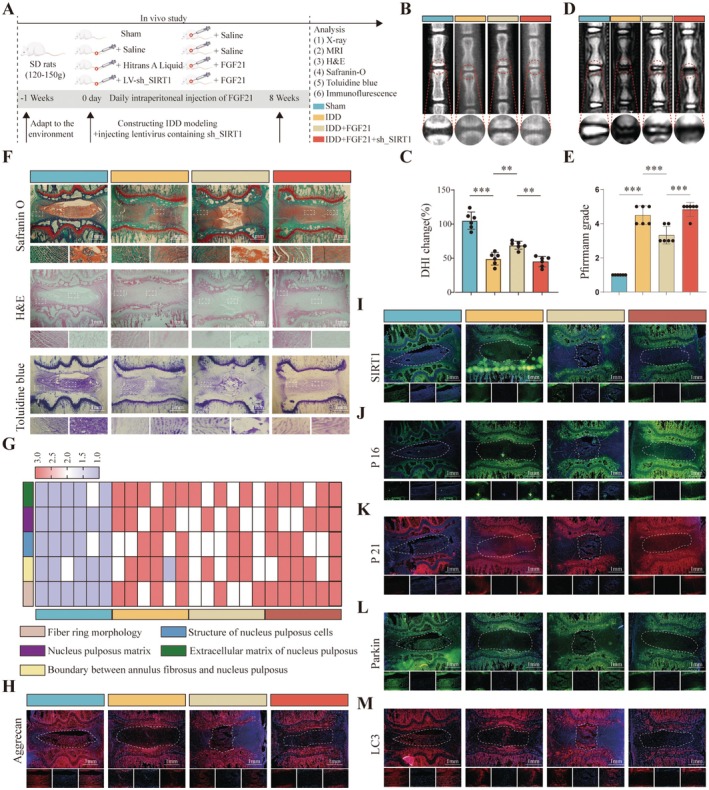
FGF21 Attenuates IDD via SIRT1 Activation. (A) Schematic diagram of the animal experimental design. (B, C) X‐ray images of rat coccygeal vertebrae and quantification bar graph of the disc height index. (D, E) MRI images of rat caudal intervertebral discs and corresponding Pfirrmann grade quantification bar graph. (F, G) Histological staining (H&E, Safranin O, and toluidine blue) of rat caudal discs and heatmap of histological scores. (H–M) Immunofluorescence staining of Aggrecan, SIRT1, P16, P21, LC3, and Parkin.

### 3.11 FGF21 Promotes FOXO3 Deacetylation

To elucidate the molecular mechanism by which SIRT1 regulates mitophagy, we performed transcriptomic analysis on NPCs treated with TBHP and FGF21, with or without SIRT1 knockdown via lentiviral transduction. DEGs were enriched in pathways such as the RELA signaling pathway, TSA response pathway, GPBPN terminal protein amidation, GOCC histone acetyltransferase complex, GOMF acetylation‐dependent protein binding, and TP53 acetylation‐mediated activation (Figure S10A,B). These findings suggest that SIRT1 regulates mitophagy and cellular senescence primarily through modulating acetylation. Western blot analysis of whole‐cell lysates revealed that protein acetylation levels were significantly increased in the TBHP group compared to controls, while FGF21 treatment markedly reduced global acetylation (Figure 8A). However, this reduction was abolished upon SIRT1 knockdown (Figure 8B), indicating that SIRT1 plays a key role in FGF21‐mediated deacetylation. Notably, the most significant changes in acetylation were observed in protein bands between 50 and 70 kDa and below 100 kDa. To further identify proteins regulated by SIRT1‐mediated acetylation, we performed co‐immunoprecipitation using anti‐SIRT1 antibodies to isolate binding partners (Figure S11A,B). In total, 540 proteins were found to interact with SIRT1 (Table S2). GO showed these proteins were involved in cellular senescence, autophagy, mitophagy, and macrophage‐related functions (Figure S11C). KEGG pathway enrichment included ribosome function, glycolysis, amino acid biosynthesis, and the TCA cycle (Figure S11D). Protein–protein interaction (PPI) network analysis revealed a particularly strong association between SIRT1 and FOXO3 (Figure S11E), with FOXO3 exhibiting a relatively high number of unique peptides in the pulldown results (Figure S11F). Given the molecular weight and acetylation patterns, FOXO3 was selected as a key SIRT1 binding protein for further investigation. Immunofluorescence co‐localization analysis demonstrated clear nuclear co‐localization between SIRT1 and FOXO3 (Figure 8C). Co‐immunoprecipitation (Co‐IP) experiments confirmed the physical interaction: FOXO3 was detectable in the SIRT1 pull‐down and vice versa (Figure 8D). Further experiments revealed that while TBHP and FGF21 treatments did not alter FOXO3 protein levels, they may influence the binding interaction between SIRT1 and FOXO3 (Figure 8E). Acetylation analysis of FOXO3 IP showed increased acetylation following TBHP treatment, whereas FGF21 reduced FOXO3 acetylation. This deacetylating effect was reversed when SIRT1 was knocked down (Figure 8F,G), suggesting that FGF21 regulates FOXO3 acetylation via upregulation of SIRT1. Previous studies have identified four critical SIRT1‐targeted acetylation sites on FOXO3 in rats: K241, K258, K289, and K568 (Brunet et al. 2004; Li et al. 2017; Wang, Wei, et al. 2020). Sequence alignment demonstrated that these lysine residues are highly conserved across multiple species (Figure S11G). To further investigate their functional significance, we generated FOXO3 mutants by substituting Lys (K) with Gln (Q) to mimic acetylation (FOXO3‐4KQ) and with Arg (R) to mimic deacetylation (FOXO3‐4KR). These mutations did not disrupt the physical interaction between FOXO3 and SIRT1 (Figure 8H). TBHP treatment increased the acetylation of wild‐type FOXO3, but not of the FOXO3‐4KQ or FOXO3‐4KR mutants, indicating that K241, K258, K289, and K568 are the primary acetylation sites under oxidative stress, and that FGF21 suppresses acetylation at these critical residues (Figure 8I,J).

**FIGURE 8:**
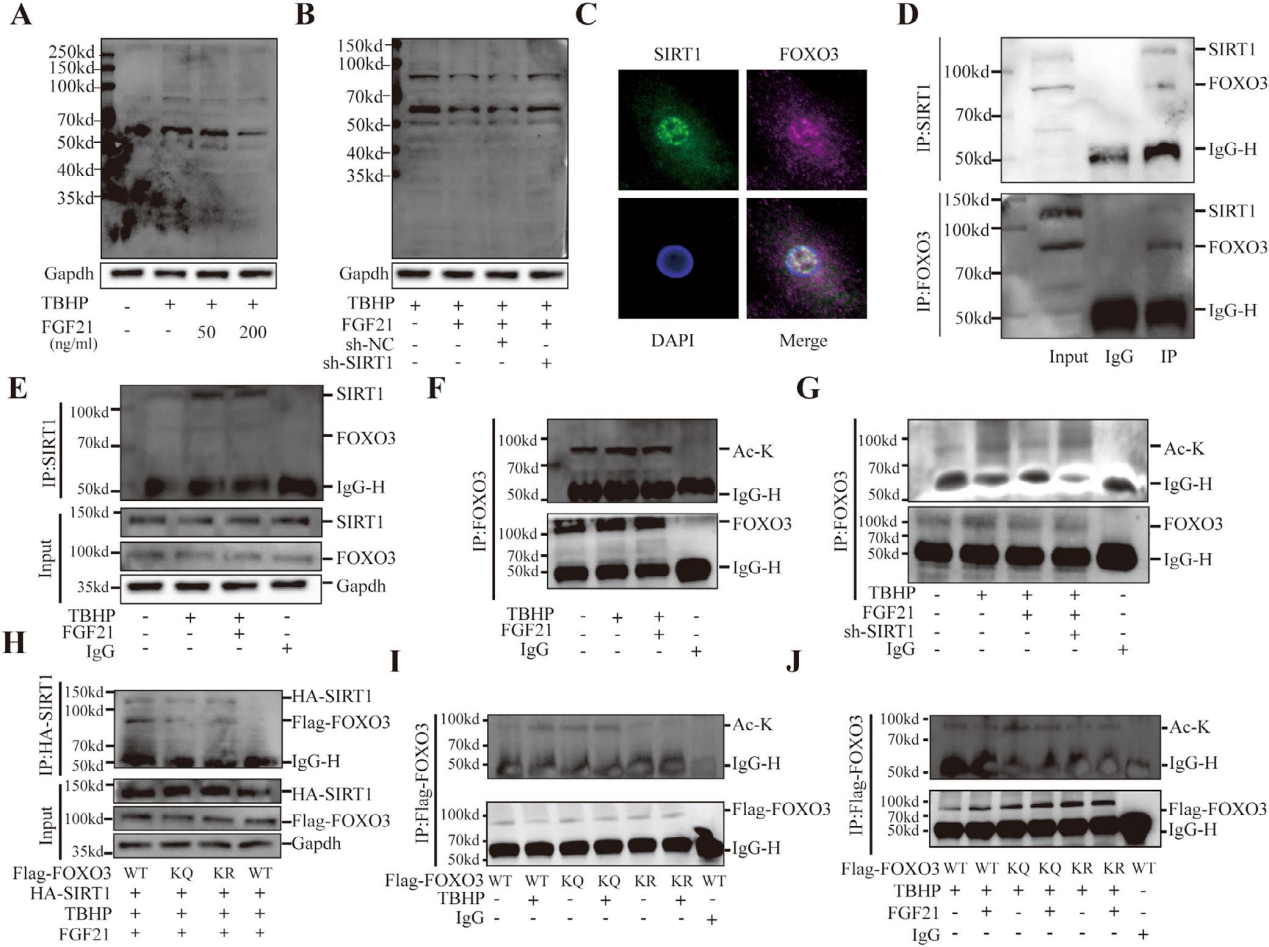
SIRT1 Regulates Deacetylation of FOXO3. (A, B) Western blot analysis of acetylation levels in whole‐cell lysates. (C) Immunofluorescence colocalization of SIRT1 and FOXO3. (D, E) Co‐immunoprecipitation (Co‐IP) showing colocalization of SIRT1 and FOXO3. (F, G) Detection of acetylation levels in FOXO3 immunoprecipitates using a pan‐acetyl‐lysine antibody. (H) Co‐IP showing the physical interaction between exogenously expressed HA‐SIRT1 and Flag‐FOXO3. (I, J) Acetylation levels of FOXO3 wild‐type (WT), FOXO3‐4KQ, and FOXO3‐4KR mutants detected using a pan‐acetyl‐lysine antibody. Ac‐K, acetylated lysine; TBHP, tert‐butyl hydroperoxide. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

### 3.12 Deacetylation of FOXO3 by SIRT1 Is Essential for FGF21‐Induced Mitophagy

To investigate the role of SIRT1‐mediated deacetylation of FOXO3 (at sites K241, K258, K289, and K568) in FGF21‐promoted mitophagy and cellular senescence, we performed validation experiments using Western blot, the mCherry‐EGFP‐LC3 dual‐fluorescence adenovirus system, senescence staining, and other assays. The results showed that transfection with acetylation‐mimicking Flag‐FOXO3 (4KQ) suppressed mitophagy and exacerbated nucleus pulposus cell senescence, whereas transfection with deacetylation‐mimicking Flag‐FOXO3 (4KR) activated mitophagy and inhibited nucleus pulposus cell senescence. Overexpression of HA‐SIRT1 enhanced mitophagy mediated by wild‐type Flag‐FOXO3 (WT) and delayed nucleus pulposus cell senescence. However, in NPCs stably expressing either Flag‐FOXO3 (4KQ) or Flag‐FOXO3 (4KR), HA‐SIRT1 overexpression did not produce the aforementioned effects (Figure 9A,B and Figure S20A,B). This indicates that the deacetylation of FOXO3 at K241, K258, K289, and K568 occurs downstream of SIRT1, and that acetylation modifications at these sites play a critical regulatory role in mitophagy and nucleus pulposus cell senescence.

**FIGURE 9:**
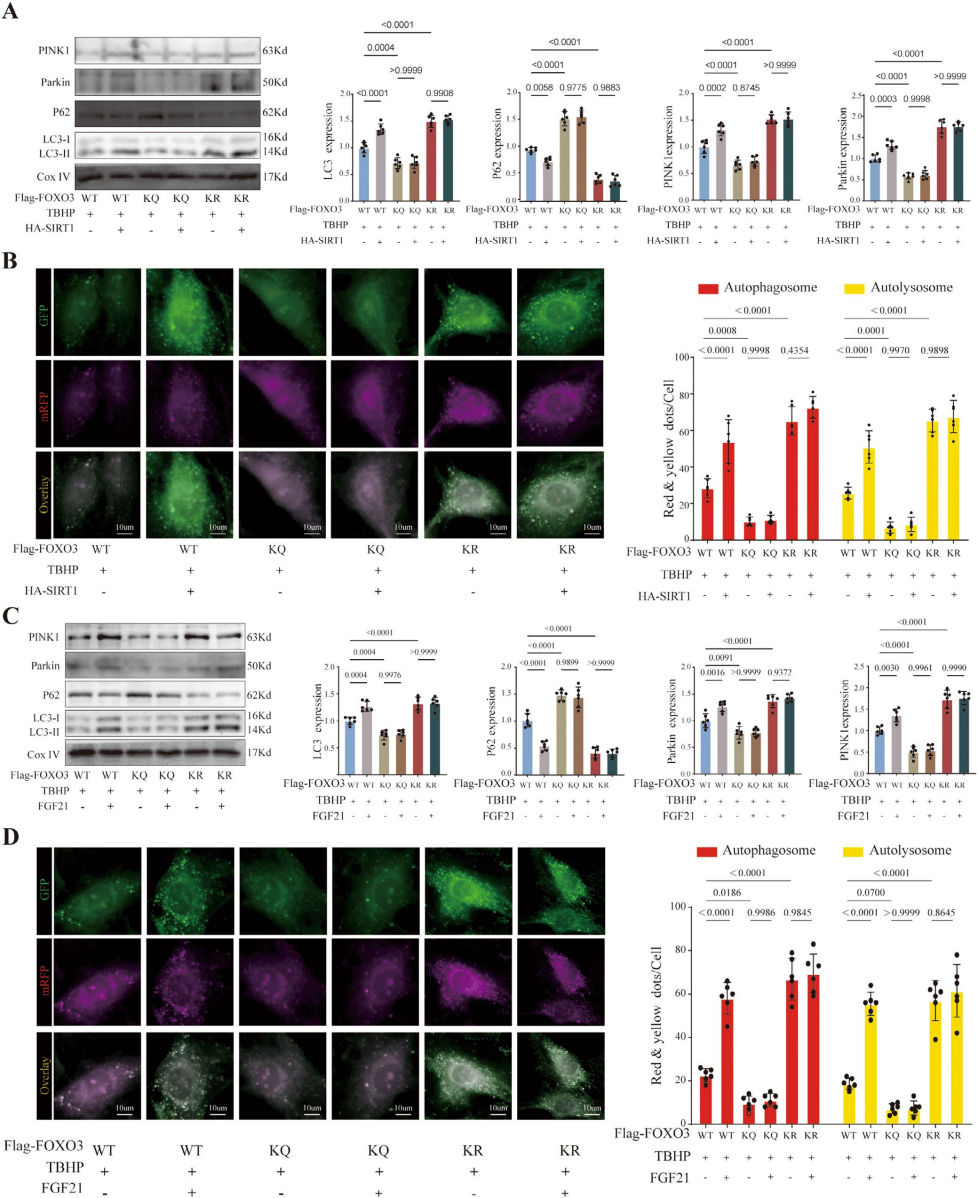
Deacetylation of FOXO3 is essential for FGF21‐induced mitophagy in NPCs. (A) Representative Western blot images and quantification bar graphs of PINK1, Parkin, LC3‐II, and P62 expression in NPCs with or without SIRT1 overexpression. (B) Confocal live‐cell imaging of mitophagy in NPCs with or without SIRT1 overexpression. Red puncta indicate autophagosomes and autolysosomes; quantification shown in bar graphs. (C) Representative Western blot images and quantification bar graphs of PINK1, Parkin, LC3‐II, and P62 expression in NPCs treated with or without FGF21. (D) Confocal live‐cell imaging of mitophagy in NPCs treated with or without FGF21, with quantification shown in bar graphs. The quantitative analysis of immunofluorescence images is based on randomly selecting five fields of view from each biological replicate and taking the average, and conducting at least six independent experiments. The data points in the report represent the combined measurement values of all analyzed cells.

Furthermore, we investigated the effects of FGF21 on mitophagy and nucleus pulposus cell senescence following mutation of the aforementioned FOXO3 sites. The experimental results showed that FGF21 treatment produced effects similar to those of HA‐SIRT1 overexpression, promoting mitophagy and inhibiting cellular senescence (Figure 9C,D and Figure S20C,D). However, when SIRT1 was knocked down simultaneously with FGF21 treatment, the activation of mitophagy and the inhibition of senescence by FGF21 were blocked in the context of wild‐type FOXO3. In contrast, in cells expressing acetylation‐mimicking (KQ) or deacetylation‐mimicking (KR) mutant forms, SIRT1 knockdown did not affect the phenotypes of mitophagy and cellular senescence (Figures S21 and S22).

In summary, these results collectively demonstrate that SIRT1‐mediated deacetylation of FOXO3 is a necessary step for FGF21 to activate mitophagy and inhibit nucleus pulposus cell senescence.

## 4 Discussion

In this study, we identified FGF21 as a key driver gene involved in the regulation of nucleus pulposus cell (NPCs) senescence through bioinformatic analysis. We further validated its downregulation in clinical disc specimens, a rat model of IDD, and TBHP‐induced NPCs degeneration in vitro. Exogenous FGF21 intervention significantly alleviated TBHP‐induced NPCs senescence and reduced oxidative stress‐induced cellular damage, suggesting that FGF21 can inhibit oxidative stress and thereby delay NPCs senescence. These findings are consistent with previous reports. For example, vascular aging is a recognized independent risk factor for atherosclerosis, and FGF21 has been shown to protect vascular endothelial cells from H_2_O_2_‐induced premature senescence (Yan et al. 2017). Moreover, circulating FGF21 levels tend to increase under pathological conditions and positively correlate with age under physiological conditions, indicating that circulating FGF21 may serve as a key biomarker of aging (Hanks et al. 2015). These studies further support our conclusion that FGF21 plays a protective role against NPCs senescence.

To explore the underlying mechanisms by which FGF21 exerts its anti‐senescence effects, we performed transcriptome sequencing on NPCs subjected to TBHP‐induced stress, with or without FGF21 treatment. Functional and pathway enrichment analyses revealed that FGF21 significantly activated mitophagy. 

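In these libraries, the gene of PINK1 was at 62.6 ± 7.98 CPM (SD, n = 3) in the TBHP group and 69.4 ± 11.9 CPM (SD, n = 3) in the TBHP+FGF21 group, a log2 fold change of 0.15 (standard error 0.13). This was 0.02 without replicate 3 and 0.27 without replicate 2 of the TBHP+FGF21 group, the lowest and highest values with 1 library left out. For Map1lc3b, which encodes an LC3 protein, the levels were 160.8 ± 6.52 and 153.5 ± 5.07 CPM, and for Sqstm1, which encodes P62, they were 1140 ± 94.4 and 1128 ± 24.8 CPM. Their log2 fold changes were -0.07 and -0.02. Without replicate 2 of the TBHP+FGF21 group they were -0.04 and 0.01, and for Sqstm1 the value was 0.06 without replicate 1 of the TBHP group. The adjusted p was 0.691 for Pink1, 0.790 for Map1lc3b and 0.962 for Sqstm1 by edgeR's quasi-likelihood test. Transcript levels were measured here, and the processing of LC3 or the turnover of P62 was not.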

Subsequent experiments confirmed that FGF21 enhanced mitophagy in NPCs by activating the PINK1‐Parkin signaling pathway, thereby suppressing cellular senescence. Similarly, we observed that FGF21 could activate PINK1/Parkin pathway‐mediated mitophagy and inhibit nucleus pulposus cell senescence in an IL‐1β‐induced degeneration model. This indicates that the protective effects of FGF21 are consistent across different stress conditions. Our previous work showed that EGR1 knockdown activates PINK1‐Parkin‐dependent mitophagy and delays NPCs senescence (Wu et al. 2024). Similarly, Wang et al. (2018) demonstrated that PINK1 knockdown impairs mitophagy and exacerbates H₂O₂‐induced mitochondrial dysfunction and NPCs aging. Together, these findings underscore the pivotal role of PINK1‐Parkin‐dependent mitophagy in protecting NPCs from senescence, maintaining mitochondrial homeostasis, and delaying IDD progression. While some studies have suggested that Parkin expression may influence FGF21 levels (Delgado‐Anglés et al. 2024), whether FGF21 directly regulates PINK1‐Parkin‐mediated mitophagy had remained unclear. Our study is the first to elucidate this regulatory mechanism, offering a novel perspective on the role of FGF21 in IDD and laying a theoretical foundation for future research.

Interestingly, we observed a paradoxical phenomenon: under TBHP‐induced oxidative stress, NPCs exhibited increased expression of PINK1 and Parkin, yet mitophagic activity was suppressed. This discrepancy may represent a compensatory response to oxidative stress. When mitophagy is impaired, reactive oxygen species (ROS) accumulate excessively in the cytoplasm (Li, Jiang, et al. 2023), potentially triggering upregulation of PINK1 and Parkin in an attempt to initiate mitophagy. However, despite elevated protein levels, PINK1 and Parkin were not efficiently recruited to the mitochondrial membrane, and thus mitophagy was not successfully activated. Supporting this hypothesis, subcellular protein fractionation revealed that TBHP treatment significantly increased cytosolic Parkin levels without affecting its mitochondrial localization. Previous studies have also noted that ROS are critical regulators of the PINK1‐Parkin pathway and influence mitophagy in a cell‐type‐specific manner (Xiao et al. 2017; Bingol and Sheng 2016). However, the precise mechanisms by which ROS regulate this pathway in NPCs remain unclear and warrant further investigation to elucidate potential therapeutic targets.

SIRT1 plays a central role in the regulation of mitophagy. For example, SIRT1‐deficient mice exhibit exacerbated airway resistance and lung injury upon cigarette smoke exposure, while SIRT1 overexpression protects against mitochondrial damage and cellular aging via mitophagy activation (Jiang et al. 2022). SIRT1 deficiency also leads to the accumulation of dysfunctional mitochondria, excessive mitochondrial ROS production, and cytoplasmic release of mitochondrial DNA, which in turn activates the NLRP3 inflammasome and the cytosolic nucleotide sensing pathways (STING) (Jiang et al. 2024). In our study, we found that SIRT1 acts downstream of FGF21 and promotes mitophagy by upregulating PINK1 and Parkin expression and facilitating Parkin recruitment to the mitochondrial outer membrane. Knockdown of SIRT1 abrogated the mitophagy‐promoting effects of FGF21 in NPCs. Similarly, in a rat IDD model, SIRT1 downregulation suppressed the protective effects of FGF21 on intervertebral disc integrity, indicating a critical role for SIRT1 in IDD pathogenesis.

As a major deacetylase, SIRT1 is known to deacetylate several mitophagy‐related proteins. Previous studies have shown that SIRT1‐mediated deacetylation of MFN2 at K655 and K662 promotes mitophagy and reduces ischemia–reperfusion injury in aged livers (Chun et al. 2018). Moreover, SIRT1 deacetylates SOD to modulate mitophagy and mitigate environmental stress‐induced mitochondrial damage and osteoblast senescence (Zhou et al. 2023). Our findings revealed that FGF21 upregulates SIRT1 expression and induces deacetylation of FOXO3. Specifically, deacetylation at FOXO3 lysine residues K241, K258, K289, and K568—mediated by SIRT1—is a key step in FGF21‐enhanced mitophagic flux.

This study has several limitations that warrant consideration. First, it was conducted exclusively in male Sprague–Dawley rats. Given potential sex‐based differences in disc metabolism and systemic FGF21 signaling, the generalizability of our findings to females remains uncertain and requires validation in female animal models. Second, although FGF21 administration did not induce obvious systemic adverse effects in our experiments, its known pleiotropic metabolic actions raise the possibility of indirect contributions to disc protection through improvement of systemic metabolism. Future studies incorporating longitudinal metabolic monitoring and localized delivery approaches would help distinguish between its systemic and direct local effects. Third, while the systemic FGF21 regimen used here was effective, its pharmacokinetic profile in disc tissue remains uncharacterized. Optimization of dosage, route, and frequency of administration based on tissue‐specific pharmacokinetic data would facilitate clinical translation.

In conclusion, we demonstrate that FGF21 inhibits NPCs senescence by activating mitophagy. SIRT1‐mediated deacetylation of FOXO3 at K241, K258, K289, and K568 is a critical mechanism through which FGF21 enhances mitophagic flux. This study provides theoretical support for the clinical application of FGF21 and offers valuable insights for the development of IDD therapies (Figure 10).

**FIGURE 10:**
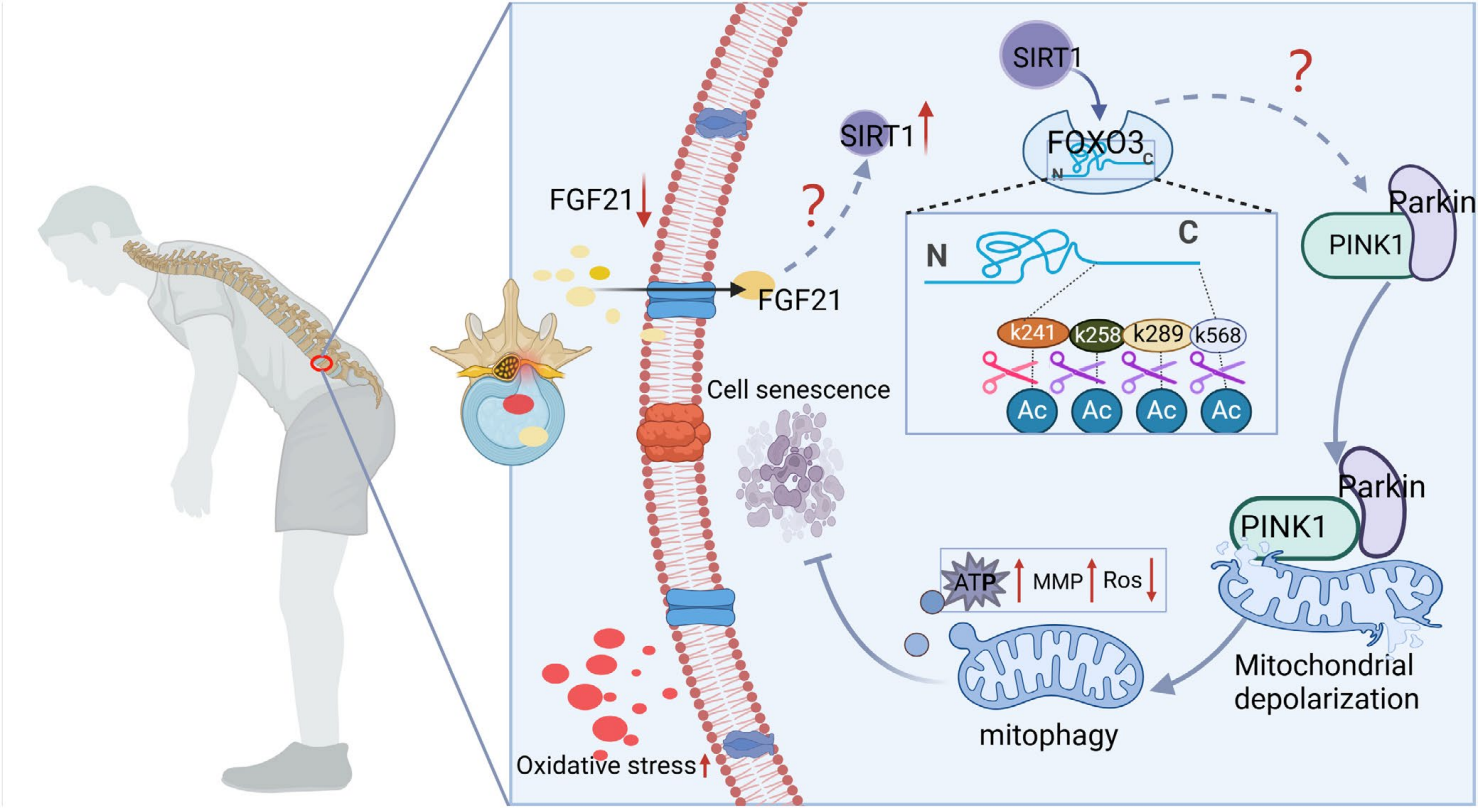
Schematic illustration of FGF21‐mediated attenuation of IDD.

## Author Contributions

All authors approved the final version to be published. Zuo‐long Wu wrote the original draft of the paper. Zuo‐long Wu, Rui Ran, and Qi‐qi Xie performed the analysis of data. Ya‐jun Chen, Ke‐ping Wang, Peng Cheng, and Cong Zhang performed the acquisition of data. Zuo‐long Wu and Hai‐hong Zhang performed the study conception, design, and project administration. Zuo‐long Wu, Rui Ran, and Qi‐qi Xie are co‐first authors.

## Funding

The work was Supported by the National Natural Science Foundation of China (82360435 and 85260435). Gansu Provincial Youth Science and Technology Fund (26JRRA849) and Health Industry in Gansu Province (GSWSKY2021‐007).

## Ethics Statement

Animal trials were authorized by the Animal Ethics Committee of the Second Hospital of Lanzhou University (No. D2025–013).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** acel70449‐sup‐0001‐AppendixS1.docx.

**Appendix S2:** acel70449‐sup‐0002‐AppendixS2.pdf.

**Table S1:** acel70449‐sup‐0003‐TableS1.xlsx.

## Data Availability

The transcriptome data generated in this study are available in the GEO database under accession number GSE316767. The CoIP/MS data have been deposited to the PRIDE database with the identifier PXD073166.

# Supplementary material for: FGF21‐Mediated Upregulation of SIRT1 Delays Intervertebral Disc Degeneration by Promoting PINK1/Parkin Dependent Mitophagy Through Deacetylation of FOXO3
**Source:** Aging Cell. 2026 Mar 20;25(4):e70449. doi: 10.1111/acel.70449
**Supplement:** Supplementary file 2 — Appendix S2: acel70449‐sup‐0002‐AppendixS2.pdf.

Fig 1F

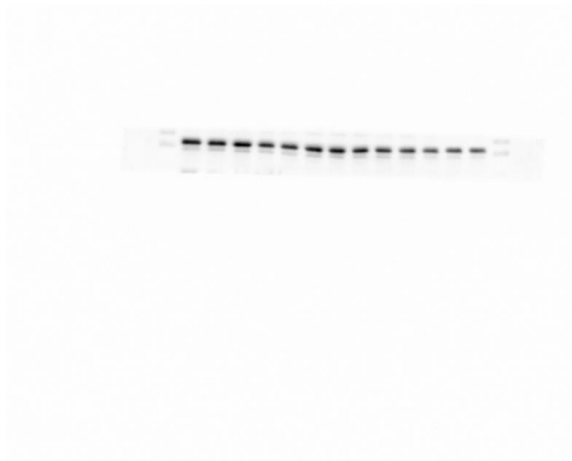

FGF21

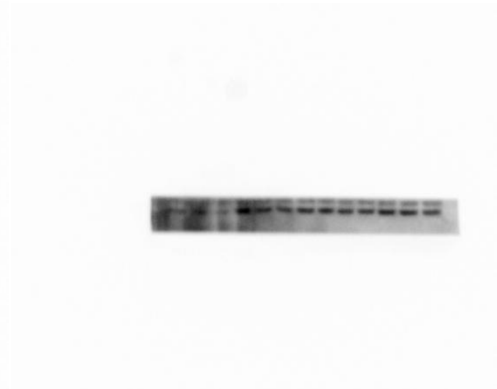

LC3

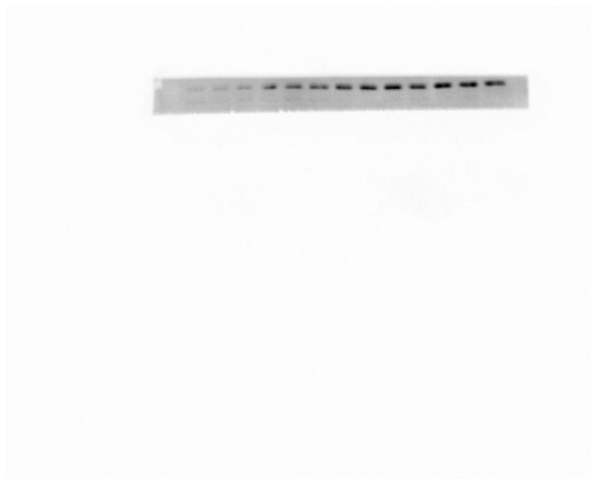

p16

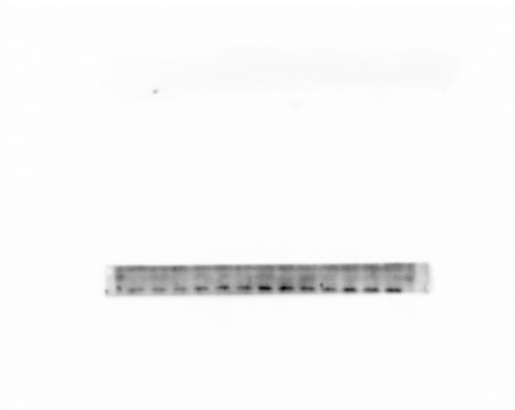

p21

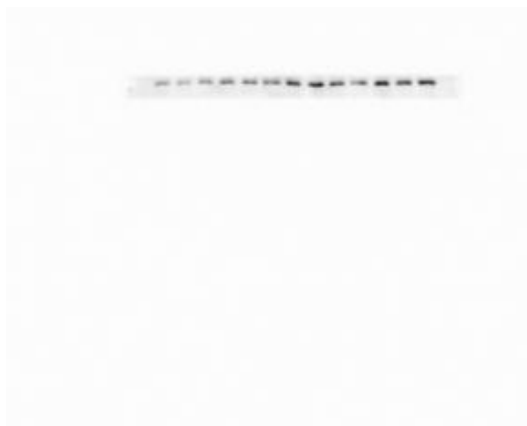

P53

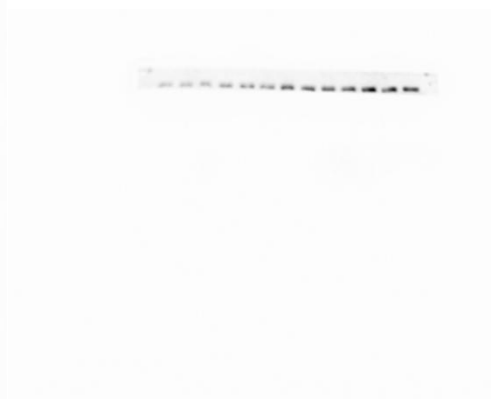

P62

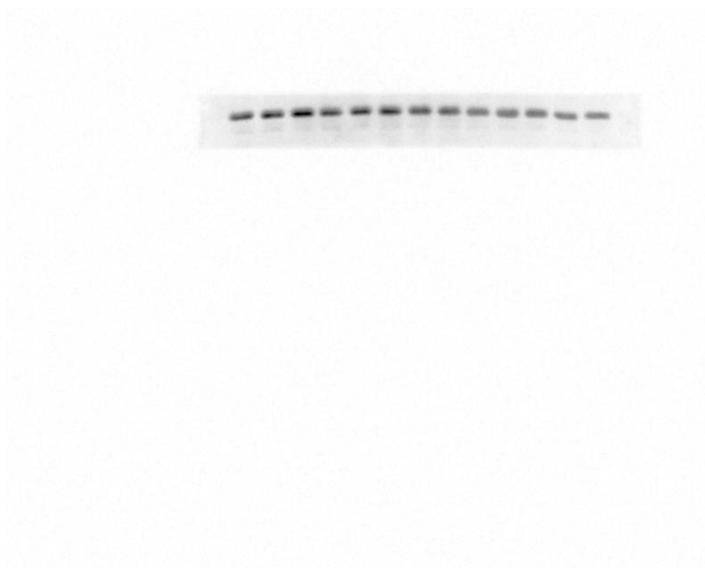

Gapdh

Fig1K

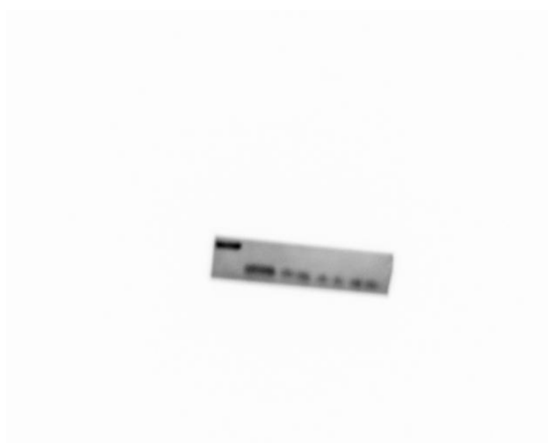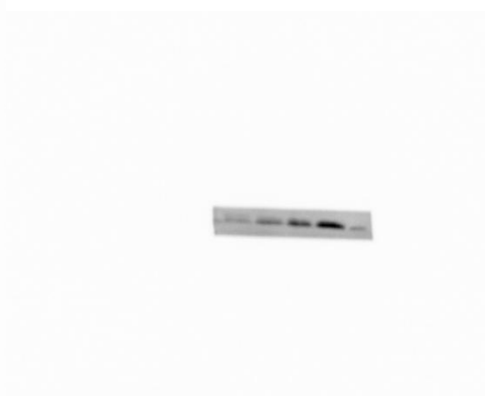

FGF21

P16

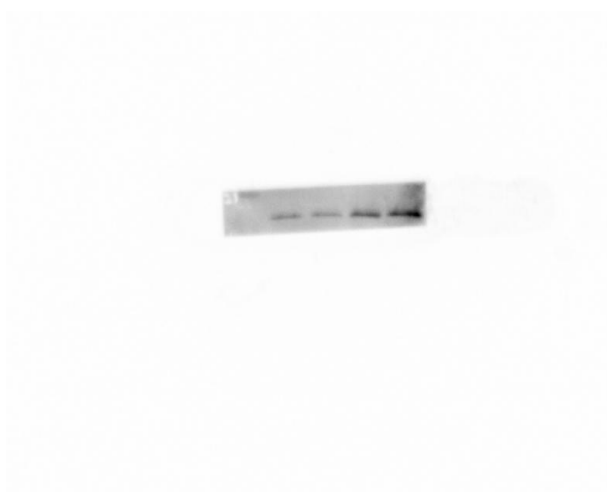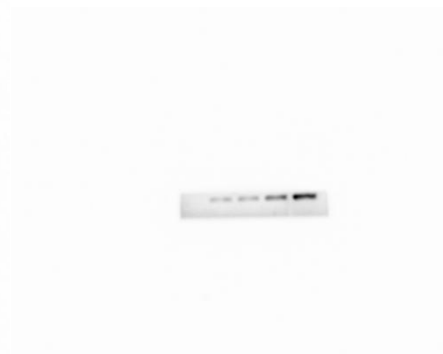

P21

p53

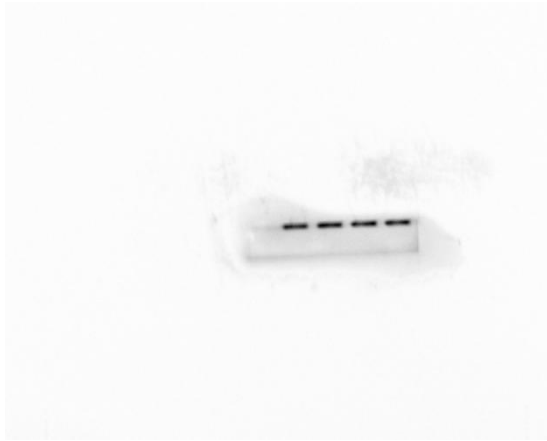

Gapdh

Fig2A

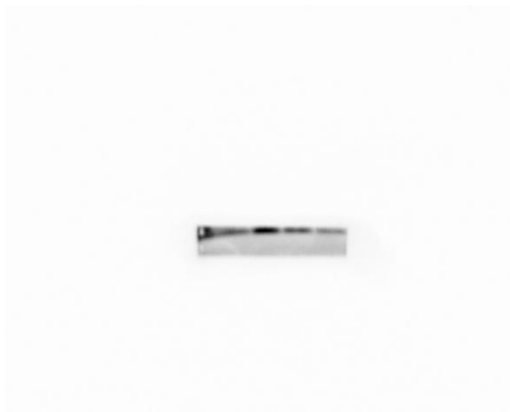

P16

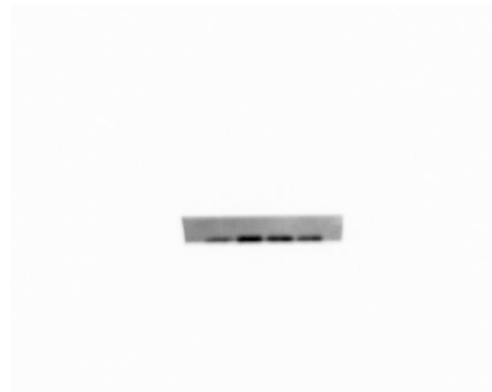

P21

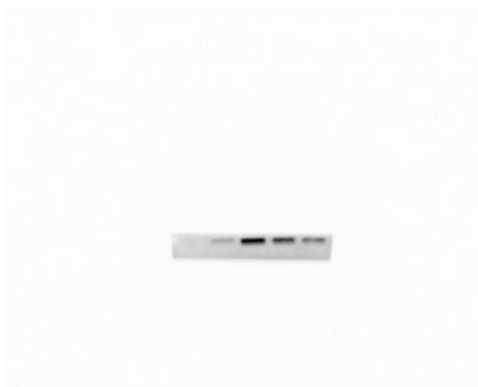

P53

Fig3

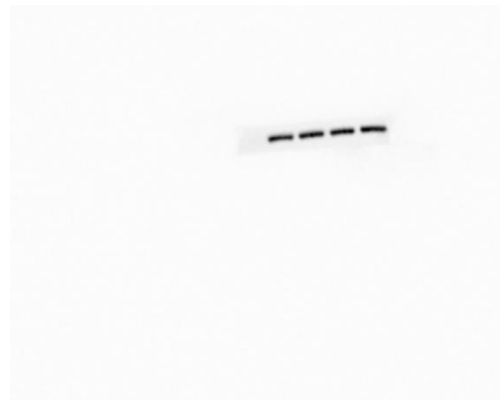

Gapdh

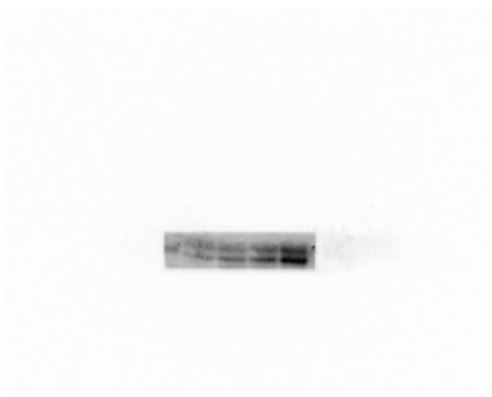

Lc3

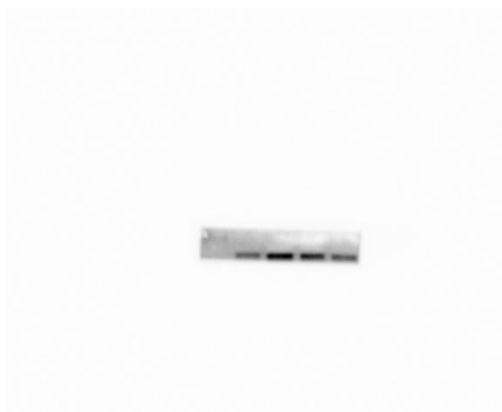

P62

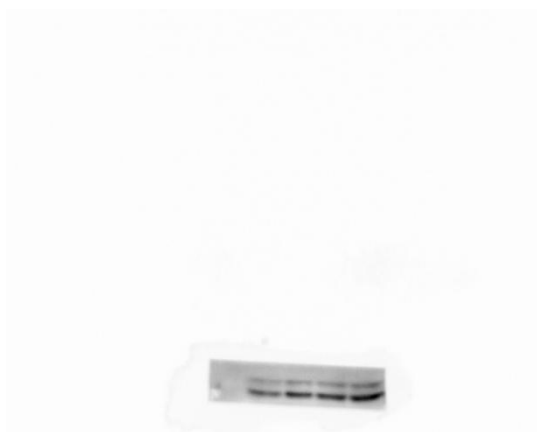

Lc3

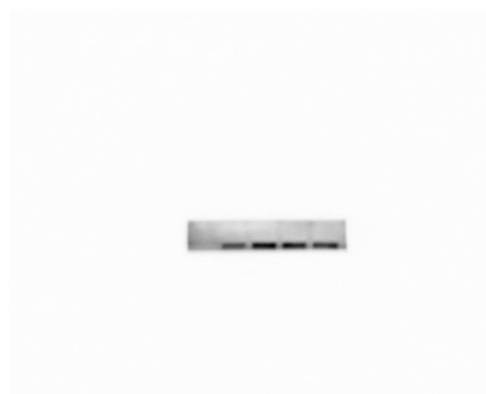

P62

Flg4

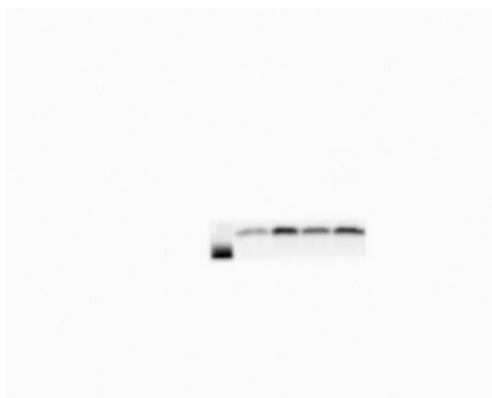

P16

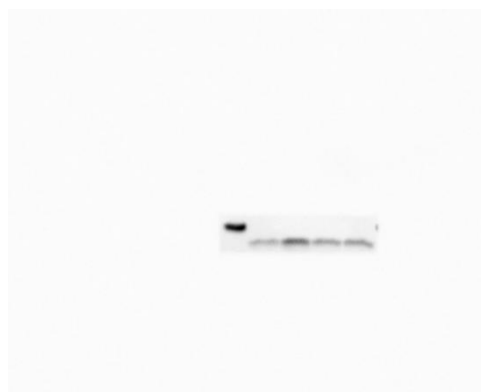

P21

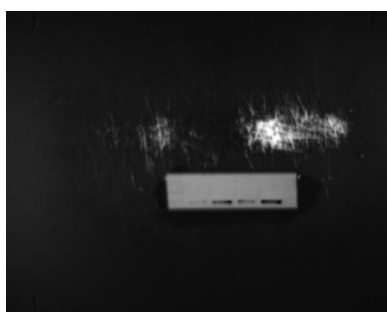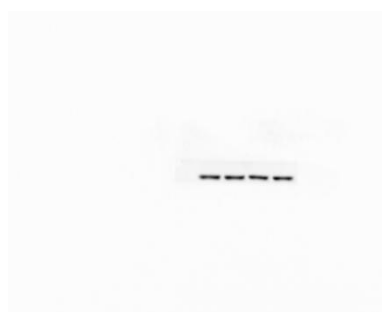

P53  
Fig5

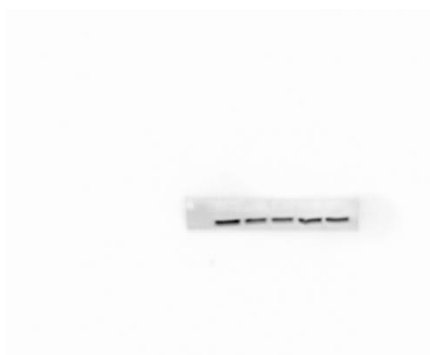

Gapdh

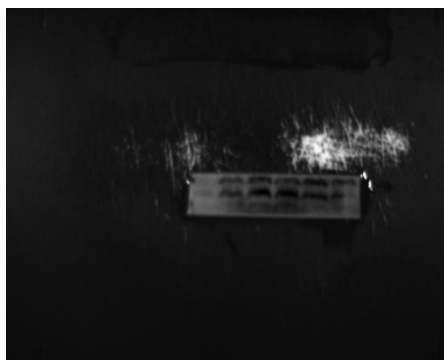

P62

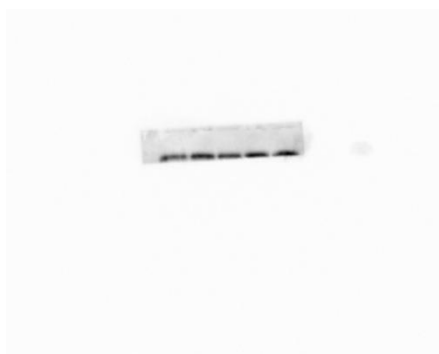

Lc3

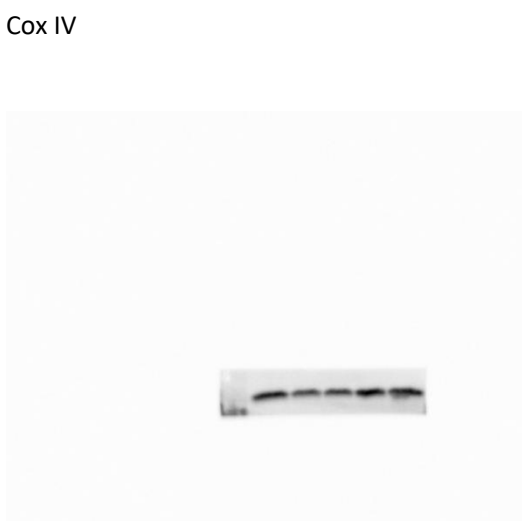

Cox IV

P16

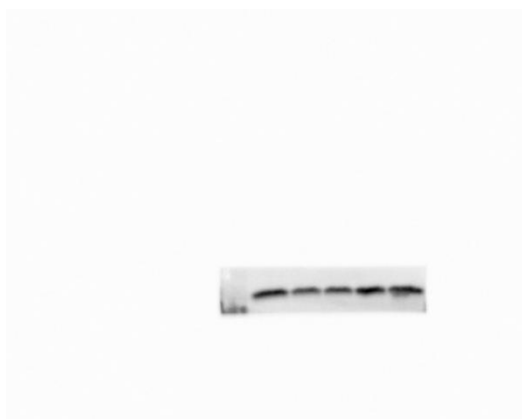

p21

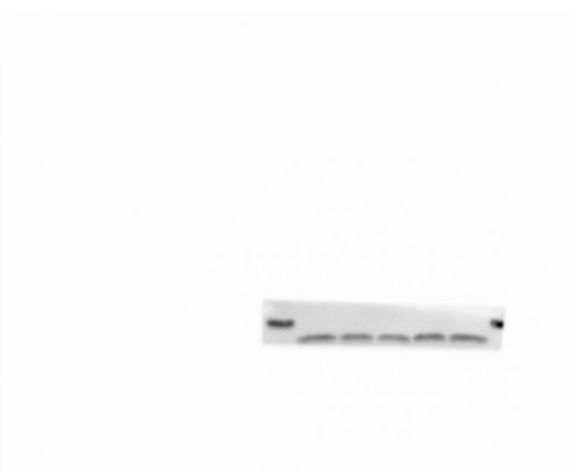

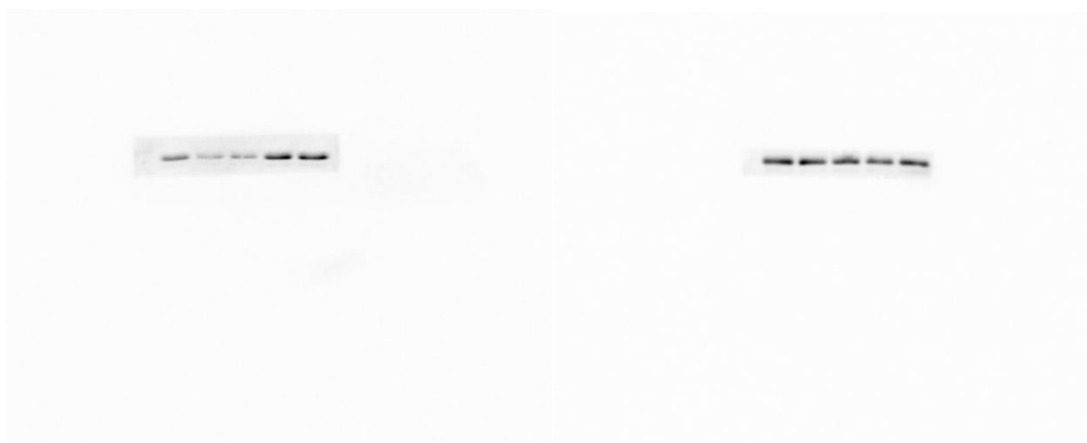

P53

Gapdh

Fig6

图 C

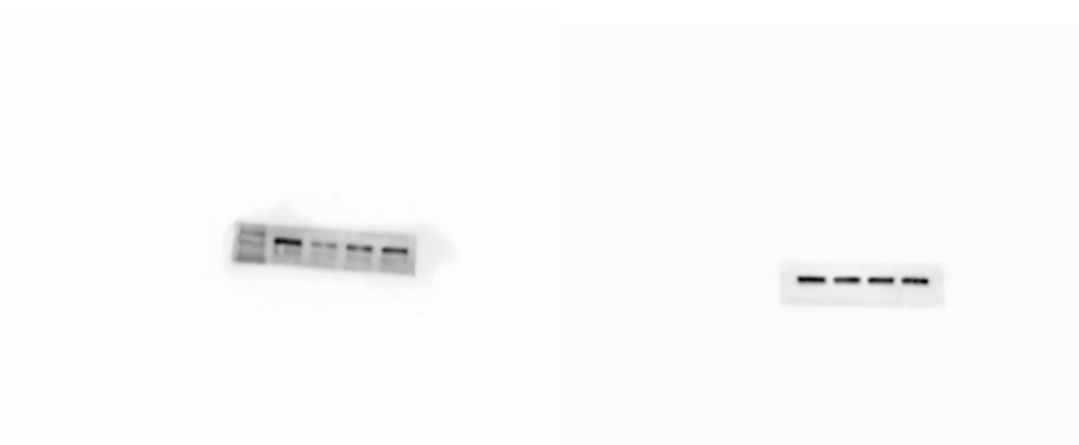

Sirt1

Gapdh

图 6D

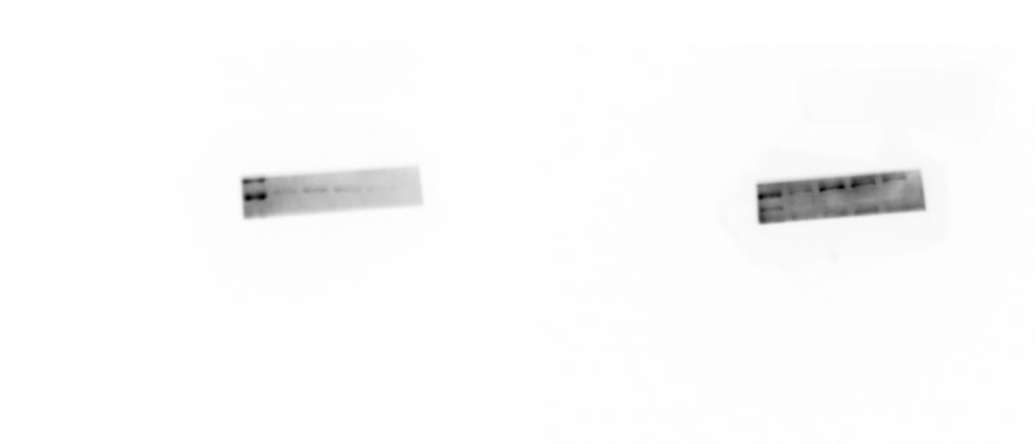

P-Parkin

p-PINK1

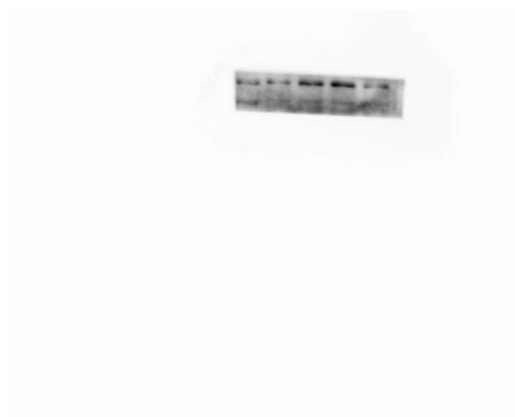

Parkin

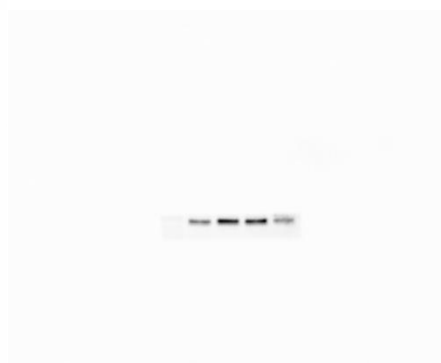

PINK1

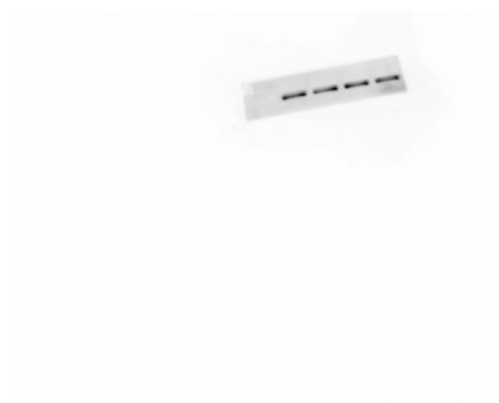

Gaodh

图 6E

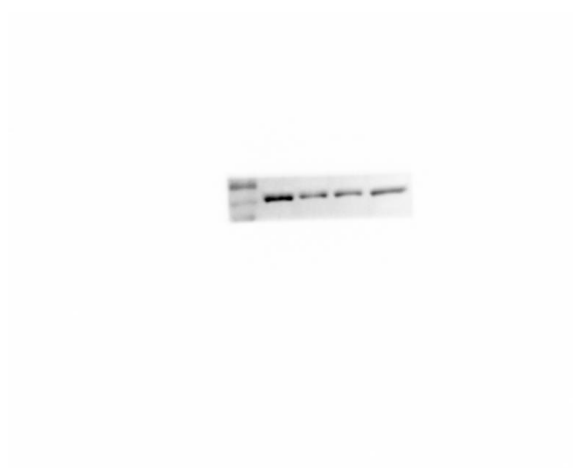

Parkin

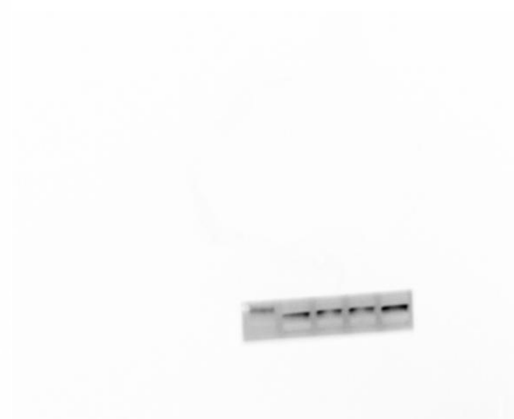

PINK1

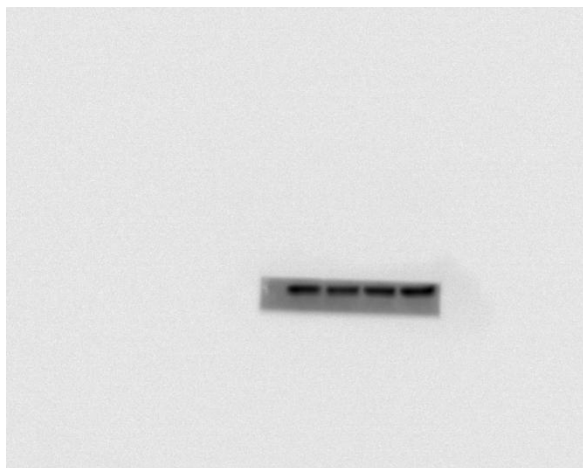

Gapdh

图 6F

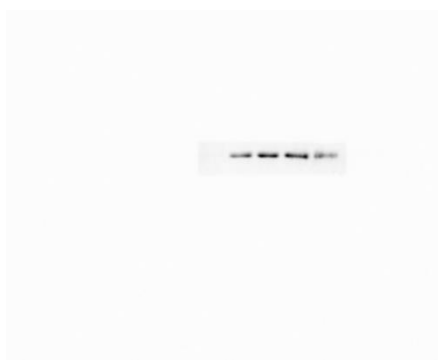

Parkin

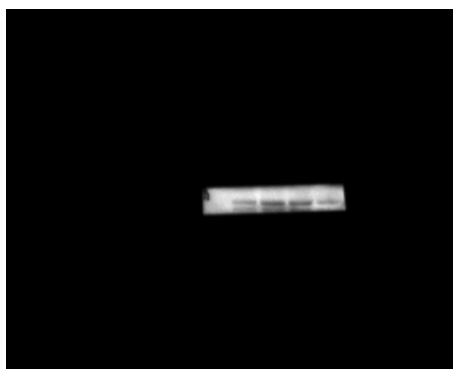

PINK1

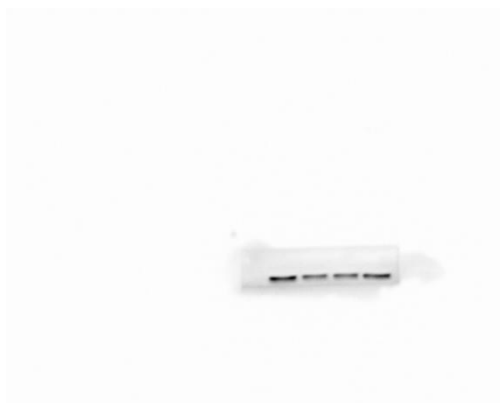

P62

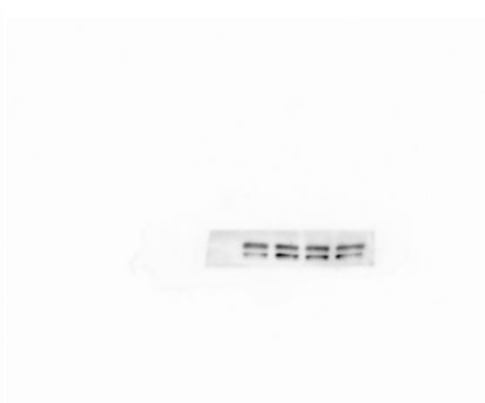

LC3

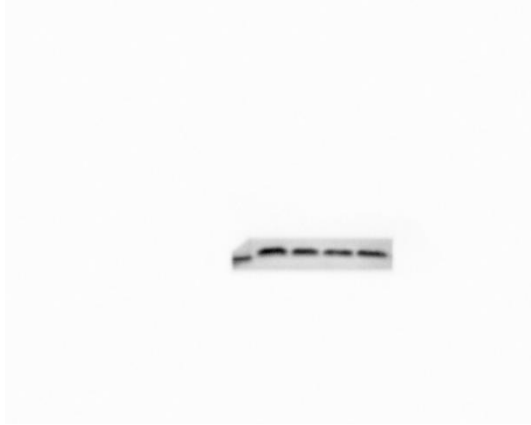

Cox IV

图 9

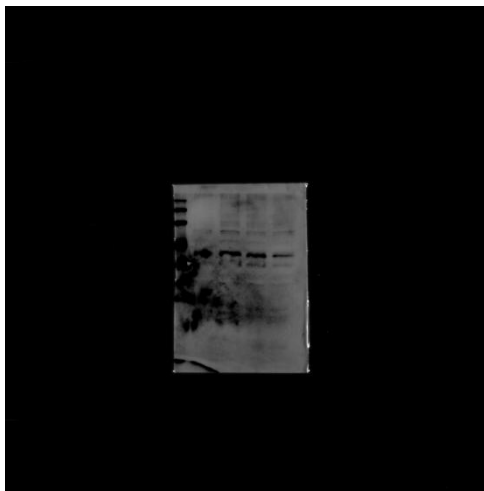

AC

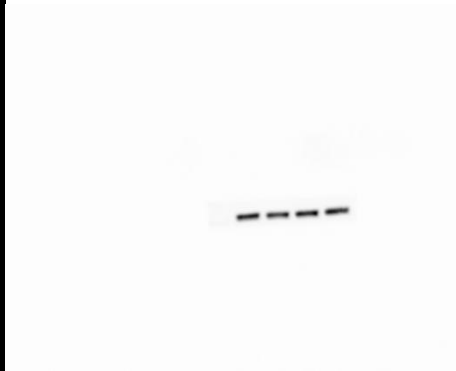

gapdh

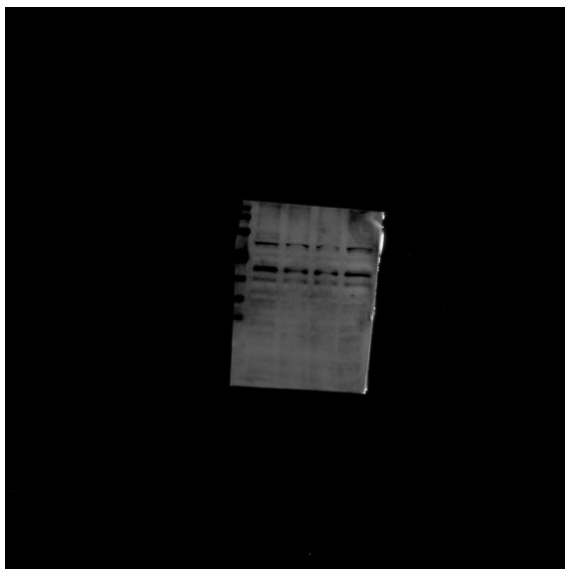

AC

图 D

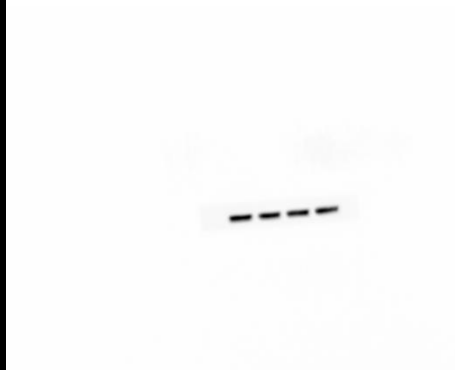

Gapdh

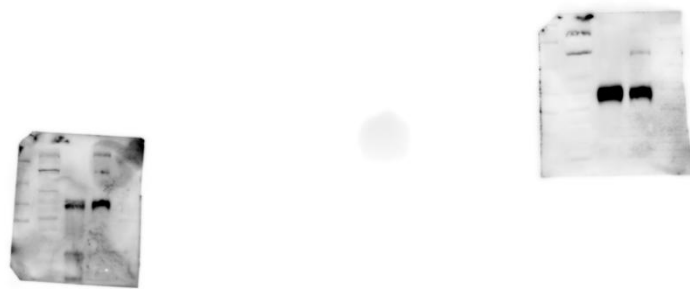

Co-IP

图 E

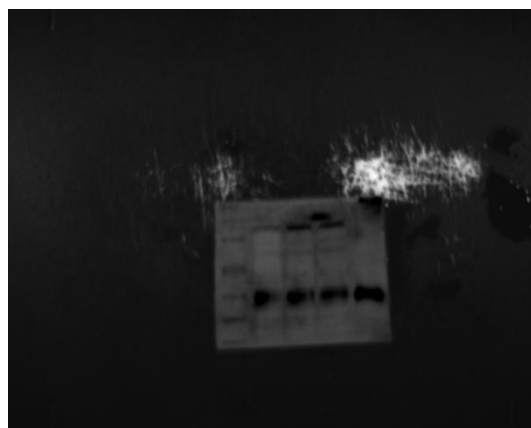

Sirt&foxo3

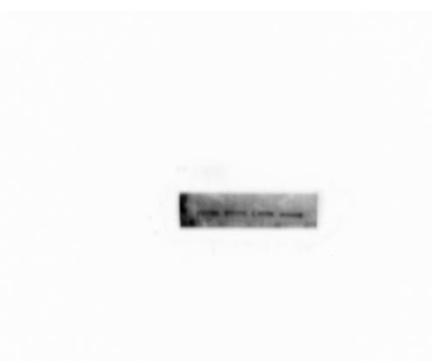

FOXO3

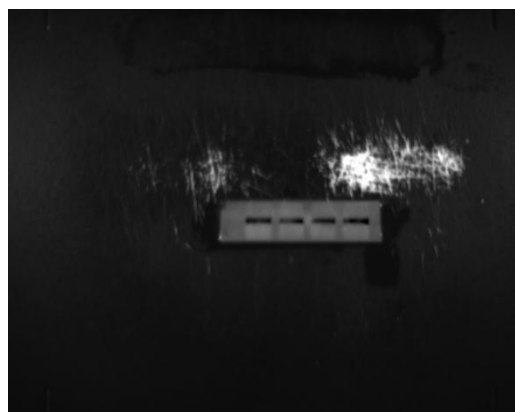

SIRT1

图 F

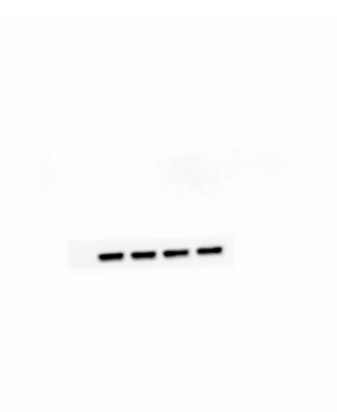

gapdh

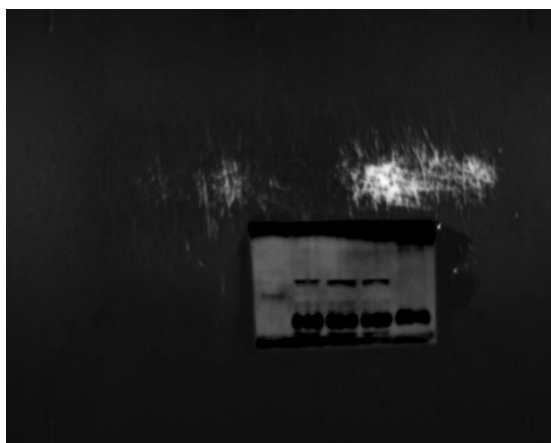

图 G

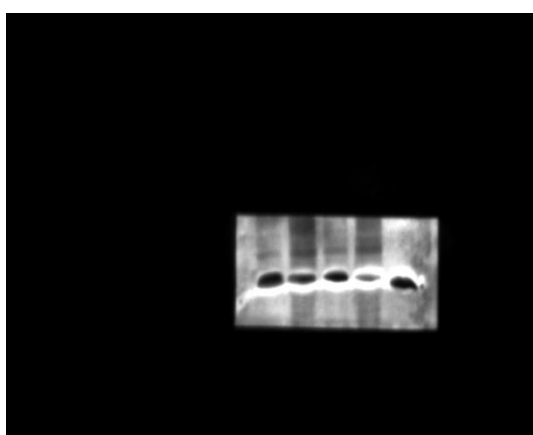

图 H

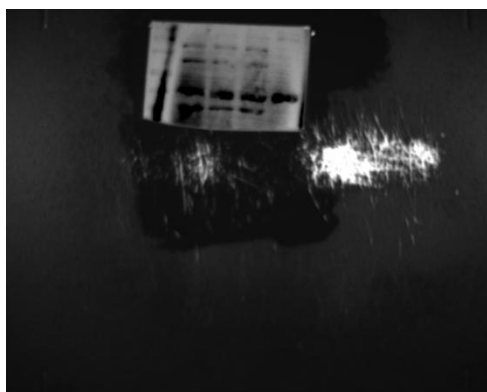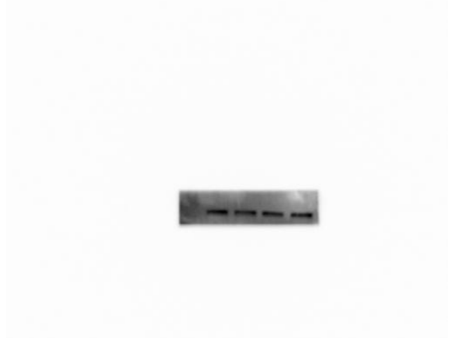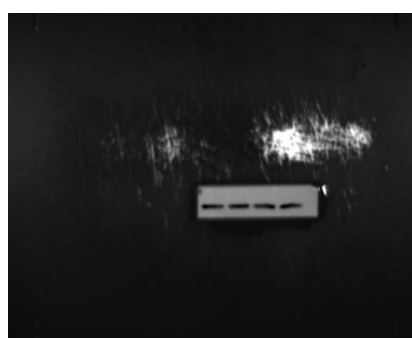

图 I

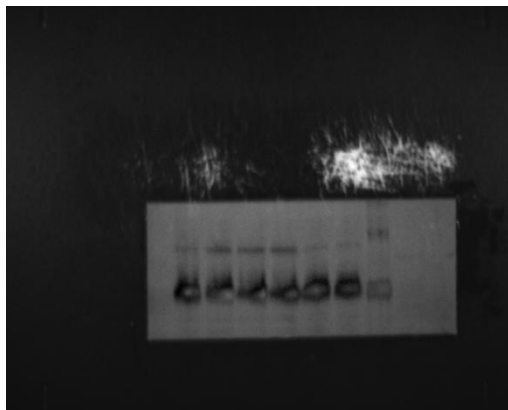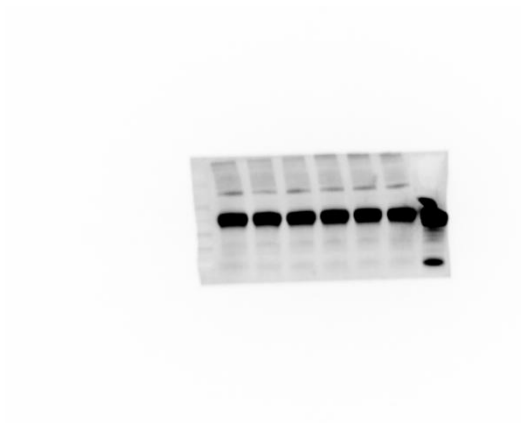

图 J

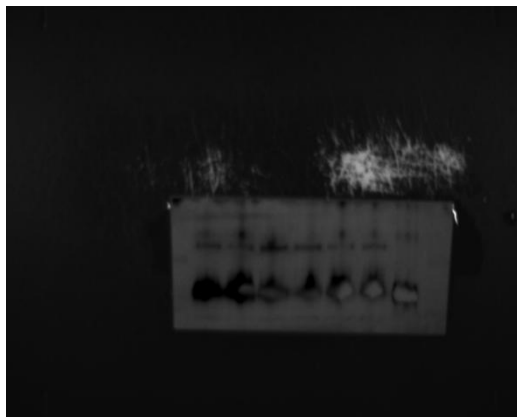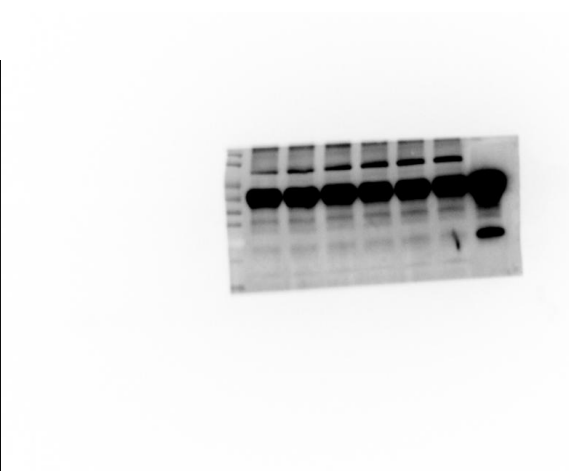

图 9

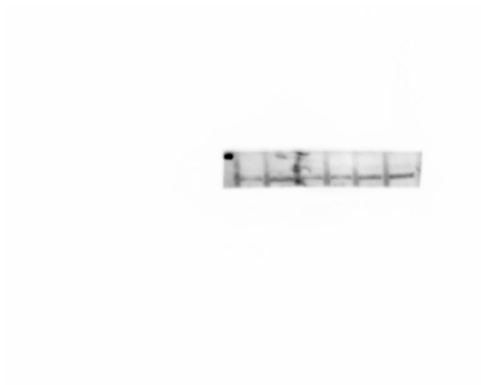

PINK1

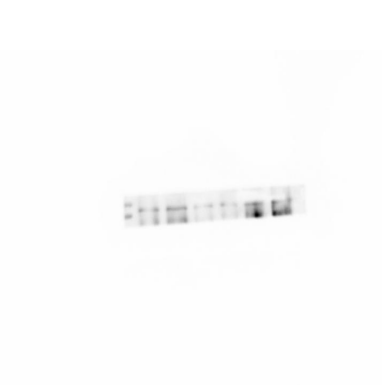

PARKIN

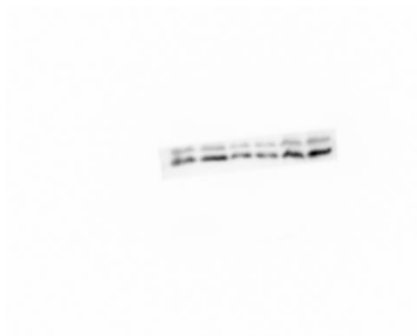

Lc3

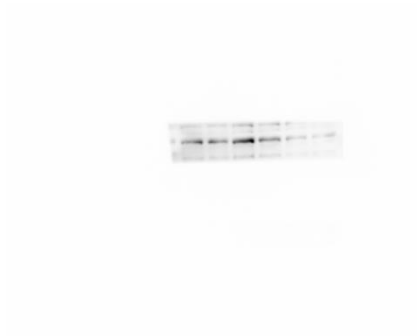

P62

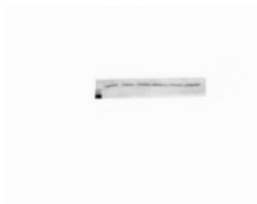

Cox

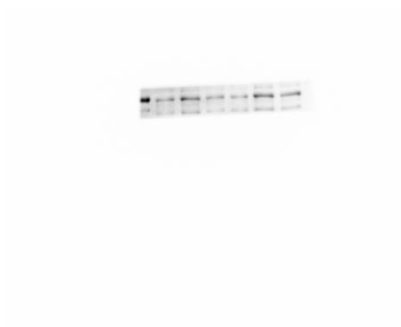

PINK1

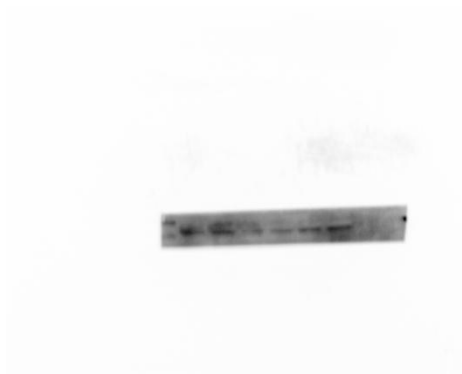

Parkin

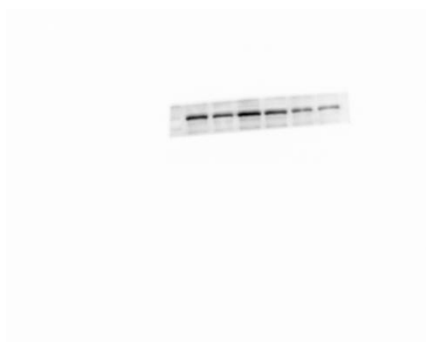

P62

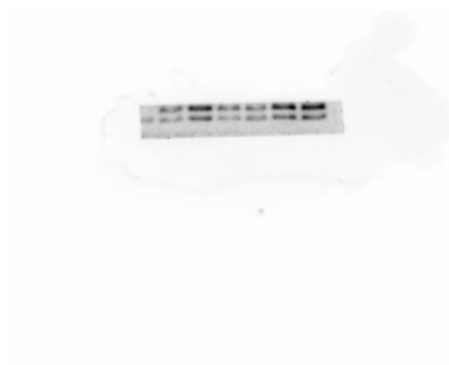

LC3

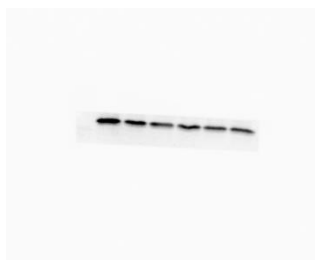

Cox IV

How the deposited data were processed for this re-analysis (not part of the article)

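RNA-seq was measured in 6 libraries of rat NPCs, 3 treated with TBHP and 3 treated with TBHP and FGF21. Libraries were grouped by their deposited titles and treatments and by the paper's section on sequencing. The treatment labels name FGF22 and FGF23 for 2 libraries of the TBHP+FGF21 group. The deposited treatment protocol, the series design text and the paper give FGF21 for the group, and FGF21 was used.

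The authors deposited raw counts for each library and a combined table. The per-sample files hold whole read counts per Ensembl gene identifier, without normalization, in an unstranded column and a column for each strand. The combined table holds raw counts per gene symbol. It was handled as a table whose values need not be whole, the class of expected or estimated counts, only because 22 rows that the authors deposited under 1 symbol are means of the whole counts of a pair of identifiers. These were rounded up to whole counts, and 14859 other rows are identical to the whole counts of the per-sample files. The paper's text does not name the aligner, genome build or annotation. It names GraphPad Prism 9, with Student's t-test and one-way ANOVA, for all its data. Reads that were unmapped (1.24% to 1.40% of the total per library), multimapping (6.27% to 7.02%), outside genes (9.13% to 10.4%) or ambiguous (1.72% to 2.09%) stayed out of library sizes and tests.

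Rows of the combined table and the per-sample files were linked by identical counts, since the files do not pair identifiers with symbols, and 13204 identifiers were named in this way. For Sirt1, whose counts were found in no row, the row with the same 3 counts in the TBHP+FGF21 group was used as the per-sample value. Of the symbols, 96.2% are in RefSeq's GRCr8 annotation, which was used for names and chromosomes only.

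Libraries held between 18277724 and 22426186 counts in the combined table, so that 3 counts, the upper limit for a gene with a count of 0, correspond to between 0.134 and 0.164 CPM. This limit covers counting error only. The most abundant gene, Col1a1, took 2.85% to 4.16% of the counts. All 15 pairs of libraries differed by more than sampling noise (chi-square per gene between 6.94 and 58.4), so none was counted as a repeat of another.

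The main comparison used edgeR 4.0.16 in R 4.3.3 on the combined table, with TMM normalization, filterByExpr (minimum count 10, minimum total 15), a design of condition only, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over 11426 genes. Standard errors are the log2 fold change divided by the square root of F. The paper's threshold was applied as an absolute log2 fold change above 1 with an unadjusted p under 0.05. Gene lists were tested by camera with an inter-gene correlation of 0.01. The 9 lists (core autophagy machinery, selective autophagy receptors, mitophagy, senescence and secretory phenotype, cell cycle, antioxidant response, notochordal nucleus pulposus cells, annulus fibrosus and fibroblasts, and macrophages) were compiled by hand before the data were examined but after Table S1 had been read, and another 2 lists (immediate-early genes, FGF and ERK feedback genes) were compiled afterwards. The genes named were those in the paper's text and the FGF21 receptors, the 5 that rose and the 5 that fell with the smallest p, the 10 with the smallest p in the copy of Table S1, and the strongest or weakest member of a list.

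The alternatives set before the data were examined were the per-sample counts (unstranded, and the strand column 4), DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, limma-voom with limma 3.58.1, limma on log2(normalized count + 1) over all genes with a count, other filters on low counts, the replicate number as a block, leaving out each replicate, and fry, camera with an estimated correlation and fgsea 1.28.0 for the lists. Added after the data had been seen were the replacement of the Sirt1 row alone and 9 other scalings or roundings for limma on the log2 scale (TMM and library size, each to the mean and the geometric mean, upper quartile, quantile, no scaling, truncated counts and rounded counts). These 9 were tried to look for the log2 fold changes of Table S1. The fits were tested on simulated counts of 11426 genes with the means, library sizes and dispersions of these libraries. Every simulated library of a group carried the same change, and genes varied independently. Of 200 genes changed by a log2 fold change of 1, edgeR, DESeq2 and limma-voom each recovered 179, and limma on log2(normalized count + 1) recovered 162. A list of 40 raised genes was found by camera, and a list of 39 unchanged genes had a camera p of 0.654.

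The paper's western blots, staining, qPCR and animal experiments and its sequencing after SIRT1 knockdown were not analysed here. No overlap or enrichment was computed from Table S1, because the copy used here holds fewer rows than the paper gives.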

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

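The replacement of the Sirt1 row alone and 9 other scalings or roundings for limma on the log2 scale were chosen after seeing the data, the latter to look for the values of Table S1, and the other alternatives were set beforehand. The Sirt1 log2 fold change reversed with the counts of the per-sample files, to -0.11 with the unstranded counts, -0.23 with the strand column 4 and -0.12 with the Sirt1 row alone replaced. These follow from the TBHP counts of that row. The value was 1.62 with limma-voom (adjusted p = 0.0530) and 1.61 with limma on log2(normalized count + 1) (adjusted p = 0.0729), no longer under 0.05, and over the alternatives set beforehand, apart from leaving out a replicate, the adjusted p ranged from 9.05e-06 to 0.817. With the 9 scalings chosen afterwards it was 1.62 (TMM, either mean), 1.63 (library size, either mean), 1.61 (upper quartile, truncated or rounded counts), 1.69 (no scaling) and 1.62 (quantile), with an adjusted p of 0.0489 for quantile and from 0.0664 to 0.161 for the others. Across the 6 fits that each left out one replicate it lay between 1.59 and 1.69.

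The number of genes with an adjusted p under 0.05 was 0 with the per-sample files (unstranded or strand column 4), with limma-voom, with limma on log2(normalized count + 1) and with the Sirt1 row replaced, against 1082, 1049, 996, 671 and 1018 genes with an unadjusted p under 0.05. It was 5 with no filter beyond 1 count (Cd83, Lgr5, Nr4a1, Sik1 and Sirt1; Cd83 and Lgr5 are named because of this call) and 4 with the DESeq2 Wald test (Fos, Sik1, Sirt1 and Vegfd, the last named for the same reason). With the scalings chosen afterwards it was 7 for quantile normalization and 0 for the other 8, against 568 to 670 genes with an unadjusted p under 0.05. The cause was not tested. Across the fits that each left out one replicate it ranged from 0 to 867, the highest without replicate 2 of the TBHP+FGF21 group. Of 10 splits of the 6 libraries into groups of 3, 2 gave as many genes as the real one. The other was the split that places replicate 2 of the TBHP+FGF21 group with replicates 1 and 2 of the TBHP group, with 1055 genes.

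The 61 genes past the paper's threshold became 185 with limma on log2(normalized count + 1) and 146 with no filter beyond 1 count, where low-count genes enter the test, and 23 with at least 10 counts in every library, where they leave it. Limma with the scalings chosen afterwards gave 185 genes (TMM, either mean, upper quartile, truncated or rounded counts), 192 (library size, either mean), 183 (quantile, 106 higher and 77 lower) and 250 (no scaling, 148 higher and 102 lower). Of the 61, 39 were among the 185, 58 among the 146 and 22 among the 23. Leaving out one replicate gave from 51 to 200 genes, the highest without replicate 2 of the TBHP+FGF21 group. As many genes as the real one were given by 2 of the 10 splits, with 91 in the other one.

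With the replicate number as a block, 2 genes had an adjusted p under 0.05 (Sirt1 and Nr4a1) and 63 passed the paper's threshold. The log2 fold change of Sirt1 was 1.63 in the paired fit. At an unadjusted p under 0.05 by edgeR's quasi-likelihood test there were 1599 genes, against 1019 without the block. Deviations from the group means correlated across genes at -0.12, 0.21 and 0.15 for replicates 1, 2 and 3. For libraries with different numbers the correlations lay between -0.26 and 0.18. With 3 libraries per group these values cannot decide whether the numbers pair the libraries.

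The direction of the core autophagy, selective autophagy receptor and mitophagy lists held in the alternatives in which lists were tested, and neither these 3 nor the senescence and secretory phenotype list passed an adjusted p of 0.05 in any of those. They were the per-sample counts, DESeq2's size factors, the filters on low counts, the block, each replicate left out, fry, camera with an estimated correlation and fgsea. Lists were not tested with the DESeq2 Wald test, limma-voom, limma on the log2 scale or the Sirt1 row replaced. Across the alternatives set beforehand other than leaving out a replicate, the median was 0.04 to 0.07 for the core machinery, -0.03 to -0.0099 for the receptors and -0.10 to -0.08 for mitophagy. With each replicate left out, these were 0.02 to 0.09, -0.05 to -0.01 and -0.11 to -0.06, and the senescence and secretory phenotype list went from -0.063 to 0.029, with its direction reversed at -0.024 without replicate 3 of the TBHP group. The cell cycle list went from -0.20 to 0.15, with an adjusted p of 0.000679 without replicate 3 of the TBHP+FGF21 group, and the macrophage list, with 2 genes in the test, from -0.18 to 0.22. Of the 10 splits, 4 gave a camera p as small as the real one for the core machinery, 1 for the receptors (the real one), 2 for mitophagy and 9 for the senescence list, and 10 splits cannot give a share under 0.1.

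Among single genes, Sqstm1 changed sign with the strand column 4 (0.015) and went from -0.054 to 0.062 across the fits that left out one replicate, Foxo3 changed sign with the strand column 4 (-0.033), and Cdkn1a went from -0.024 to 0.13 when one replicate was left out. The strand column holds 51.7% to 52.2% of the unstranded counts, which limits the genes with few counts.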

Differences from the paper's values

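The paper reports 398 DEGs at its threshold, and 61 genes passed it here. The paper reports 198 upregulated genes against 41 here, and 200 downregulated genes against 20 here. None of the alternatives set before the data were examined closed these gaps. The nearest of them were the fit without replicate 2 of the TBHP+FGF21 group, with 200 genes, of which 94 were higher and 106 lower, and limma on log2(normalized count + 1), with 185 genes, of which 94 were higher and 91 lower. Limma on log2(count + 1) without scaling, which was chosen after seeing the values, gave 250 genes, of which 148 were higher and 102 lower, so that only the number of upregulated genes came within 1.5 times the paper's 198. The other 8 scalings chosen in that way gave from 183 to 192 genes.

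The copy of Table S1 used here holds 189 rows, 100 higher and 89 lower, against the paper's 398. Its log2 fold changes differ by at most 0.0131 from those of limma on log2(normalized count + 1), and by at most 0.0098 with TMM scaling to the geometric mean, the closest of the 9 scalings chosen after seeing the values. None of these matched it exactly, and the smallest adjusted p in these rows is the paper's 0.0785.

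The paper states that Sirt1 rose. The combined table gave a log2 fold change of 1.63 against 1.62 in Table S1, and the per-sample files gave -0.11 with the unstranded counts and -0.23 with the strand column 4.

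The paper states that genes of autophagy, selective autophagy and mitophagy were enriched in the group given FGF21 and that mitophagy was activated. With the lists used here, which are not the paper's gene sets, the median log2 fold change was 0.06 for the core autophagy machinery, with 30 genes higher and 18 lower, -0.03 for the selective autophagy receptors and -0.09 for the mitophagy genes, and no list was under an adjusted p of 0.05 by camera, fry or fgsea.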

Other observations

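The tests on the Sirt1 counts and those of swapped labels, the cell cycle, depth and ribosomal protein genes were chosen only after the result was seen. The TBHP counts of Sirt1 are 32, 38 and 35 in the combined table, and 92, 138 and 125 in the per-sample row that shares its TBHP+FGF21 counts. Of the 14882 rows with a count, Sirt1 is the only one that could not be derived from the per-sample files. The tables argue against 4 technical routes. A mean of a pair of identifiers would need a pair of rows with that mean, and 0 pairs were found. Counts of all 6 libraries from another strand column would need a row there with the same counts, and 0 rows were found. In the matching row, the TBHP counts were 37, 78 and 65 in strand column 3, and 55, 60 and 60 in strand column 4. Counts taken from another row would need one with the 3 TBHP counts, and 0 rows held them in the unstranded column. The strand columns of other rows were not searched for the 3 TBHP counts alone, which leaves that route open. Exchanged library columns would change many rows, while 14859 rows were identical in all 6 libraries. How the combined value arose stays open, and no biological explanation was tested, because both files describe the same libraries.

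Replicate 2 of the TBHP+FGF21 group resembled the TBHP libraries. Its mean Spearman's rho across genes was higher with the TBHP group than with the rest of its own group by 0.0058. Depth does not account for this alone, since the library nearest to it in total counts, replicate 1 of its own group, had a lower rho with it than the farthest, replicate 1 of the TBHP group, by a difference of -0.0043. Nor does the share of ribosomal protein genes, which was 2.14% in replicate 3 of the TBHP group and 2.13% in replicate 3 of the TBHP+FGF21 group, while the rho of the former with it was higher by 0.0071. Thinning all libraries to 18271334 counts or leaving out 81 ribosomal protein genes moved the difference little (0.0057 and 0.0058), and it moved as little in the other libraries, so that these steps decided nothing. A difference in cell cycle between cultures does not account for it alone either. The mean log2 CPM of the cell cycle genes, relative to the mean of the 6 libraries, was 0.36 in this library and -0.17 in replicate 1 of the TBHP group, below the -0.10 of replicate 1 of the TBHP+FGF21 group, although the former correlated better with it (rho 0.996 against 0.992). Over 856 genes called without this library, its median position was 0.053 on a scale from the TBHP mean (0) to the mean of the other TBHP+FGF21 libraries (1), within the range of the TBHP libraries from -0.16 to 0.19. A library without FGF21 could lie there, and so could a culture that responded little, and these cannot be told apart. A swap of labels between the groups would need a TBHP library out of place. The one nearest to that, replicate 3, correlated less well with the other TBHP+FGF21 libraries than with the other TBHP libraries by a difference of -0.00037, with overlapping single values, which leaves this open. With replicate 2 of the TBHP+FGF21 group counted among those libraries, as this comparison was first made, the difference was 0.00070. The treatment label of this library names FGF22, while the deposited treatment protocol, the series design text and the paper give FGF21 for the group. That label occurs in 1 library, so the counts cannot tell a different ligand apart from a difference between cultures.

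Genes that respond within a short time to growth factors or cAMP, such as Fos, Sik1 and Nr4a1, were among those with the smallest p that rose. The lists tested for a wider response were compiled after these had been seen and hold none of the 60 genes with the smallest p. Among those 60, Egr1 (log2 fold change 0.41), Btg2 (0.41), Per1 (0.60) and Csrnp1 (0.33) also rose, and the last 3 are named after their values were seen. Over 27 other immediate-early genes, the median log2 fold change was 0.0031 (camera, adjusted p = 0.529 over the 2 lists), with 15 genes higher. This median changed sign with single libraries. It was -0.02 without replicate 2 of the TBHP group, -0.05 without replicate 2 of the TBHP+FGF21 group and 0.05 without replicate 3 of the TBHP group. For 16 feedback genes of FGF and ERK signalling the median was 0.07 (camera, adjusted p = 0.364), with 11 genes higher. With each library left out in turn, it lay between 0.04 and 0.12. Neither test was past 0.05, members moved both ways, and lists without the genes of smallest p leave open whether there was a wider response.

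Klb, which encodes the co-receptor beta-Klotho, and Fgfr4 had 0 counts in all 6 libraries, which allows at most 0.134 to 0.164 CPM per library. Fgfr1 was at 136.5 ± 14.9 CPM (SD, n = 3) in the TBHP group and 171.6 ± 20.2 CPM (SD, n = 3) in the TBHP+FGF21 group, with a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.553 by edgeR's quasi-likelihood test). Without replicate 2 of the TBHP+FGF21 group it was 0.42 (adjusted p = 0.0280), and the adjusted p lay between 0.241 and 0.982 when any other library was left out.

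The paper measures BNIP3, BNIP3L and FUNDC1 by qPCR in another experiment. In these libraries the log2 fold changes were -0.18 for Bnip3 (standard error 0.12), -0.14 for Bnip3l (standard error 0.09) and -0.26 for Fundc1 (standard error 0.18), with adjusted p of 0.628, 0.605 and 0.627 by edgeR's quasi-likelihood test. With each library left out in turn, the smallest changes were -0.06, -0.09 and -0.12, without replicate 3 of the TBHP+FGF21 group, and the largest were -0.26, -0.17 and -0.42, without replicate 3 of the TBHP group. Acan, the gene of aggrecan, had a log2 fold change of 0.40 (standard error 0.14, adjusted p = 0.553 by the same test), and 0.54 without replicate 2 of the TBHP+FGF21 group (adjusted p = 0.0126, and between 0.255 and 0.982 when any other library was left out). It was 0.23 without replicate 3 of the TBHP+FGF21 group.

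Other lists gave a median log2 fold change of -0.10 for 18 antioxidant response genes (camera, adjusted p = 0.387). It was -0.16 for 7 genes of the notochordal nucleus pulposus cell list (camera, adjusted p = 0.433). For 14 annulus fibrosus and fibroblast genes it was -0.04 (camera, adjusted p = 0.607), and for 2 macrophage genes -0.04 (camera, adjusted p = 0.626). With each replicate left out, the median went from -0.13 to -0.06 for the antioxidant list and from -0.22 to -0.10 for the notochordal list. For the annulus fibrosus and fibroblast list it went from -0.11 to 0.0092, a change of sign. Pax1, at a log2 fold change of 0.54, was the member of the notochordal nucleus pulposus cell list under 0.05 adjusted over the list alone. It went against the direction of that list. Without replicate 2 of the TBHP+FGF21 group it was 0.75 (adjusted p = 0.000268 by edgeR's quasi-likelihood test, and above 0.05 when any other library was left out). Ribosomal protein genes took 2.90%, 2.97% and 2.14% of the counts in replicates 1, 2 and 3 of the TBHP group and 2.01%, 2.57% and 2.13% in the TBHP+FGF21 group.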
